# Investigation of fiber utilization in the rumen of dairy cows based on metagenome-assembled genomes and single-cell RNA sequencing

**DOI:** 10.1186/s40168-021-01211-w

**Published:** 2022-01-20

**Authors:** Ming-Yuan Xue, Jia-Jin Wu, Yun-Yi Xie, Sen-Lin Zhu, Yi-Fan Zhong, Jian-Xin Liu, Hui-Zeng Sun

**Keywords:** Dairy cows, Fiber utilization, Individual microbial genomes, Rumen epithelial cell types, Metagenomic binning, Single-cell RNA sequencing

## Abstract

**Background:**

Dairy cows utilize human-inedible, low-value plant biomass to produce milk, a low-cost product with rich nutrients and high proteins. This process largely relies on rumen microbes that ferment lignocellulose and cellulose to produce volatile fatty acids (VFAs). The VFAs are absorbed and partly metabolized by the stratified squamous rumen epithelium, which is mediated by diverse cell types. Here, we applied a metagenomic binning approach to explore the individual microbes involved in fiber digestion and performed single-cell RNA sequencing on rumen epithelial cells to investigate the cell subtypes contributing to VFA absorption and metabolism.

**Results:**

The 52 mid-lactating dairy cows in our study (parity = 2.62 ± 0.91) had milk yield of 33.10 ± 6.72 kg. We determined the fiber digestion and fermentation capacities of 186 bacterial genomes using metagenomic binning and identified specific bacterial genomes with strong cellulose/xylan/pectin degradation capabilities that were highly associated with the biosynthesis of VFAs. Furthermore, we constructed a rumen epithelial single-cell map consisting of 18 rumen epithelial cell subtypes based on the transcriptome of 20,728 individual epithelial cells. A systematic survey of the expression profiles of genes encoding candidates for VFA transporters revealed that *IGFBP5*^*+*^ cg-like spinous cells uniquely highly expressed *SLC16A1* and *SLC4A9*, suggesting that this cell type may play important roles in VFA absorption. Potential cross-talk between the microbiome and host cells and their roles in modulating the expression of key genes in the key rumen epithelial cell subtypes were also identified.

**Conclusions:**

We discovered the key individual microbial genomes and epithelial cell subtypes involved in fiber digestion, VFA uptake and metabolism, respectively, in the rumen. The integration of these data enables us to link microbial genomes and epithelial single cells to the trophic system.

Video abstract

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40168-021-01211-w.

## Background

Meeting the demand for high-quality animal protein has become a global food security concern [1]. Dairy products are optimal animal protein products, and the annual global per capita dairy consumption is over 100 kg [2]. Understanding how dairy cattle convert feed plants into volatile fatty acids (VFAs), and how are the VFAs absorbed by the host is crucial for improving the efficiency of animal production. Such a process largely relies on the symbiotic microbiota in the rumen [3]. Fibers can be broken down by microbes and used for producing VFAs to provide approximately 70% of the cattle’s energy requirements [4]. Studies have reported rumen microbiome-dependent mechanisms explaining the efficiency of converting dietary energy to animal products in dairy cattle [5, 6] and beef cattle [7, 8]. Our previous study demonstrated that rumen microbial taxonomic features and functions affected VFA production, which contributes to host milk performance in dairy cattle [9]. Nevertheless, a system-level understanding of how specific rumen microbe metabolic and carbohydrate-degrading potentials affect fiber processing is still unclear. Although Hungate genomes have increased read classification by 10%, large numbers of rumen microbes are still uncultivated [10]. Metagenomic binning enables the assembly of near-complete microbial genomes directly from metagenomic sequencing data, which significantly improves the microbial reference genomes [10, 11] and read classification (by 50–70%) [12]. However, the fiber digestion and fermentation functions of uncultivated microbial genomes in the rumen of lactating Holstein dairy cattle (one of the most common milk-producing dairy cattle) are still under investigated.

VFAs from the rumen lumen are absorbed and partly metabolized by the stratified squamous rumen epithelium, which is mediated by diverse cell types [13]. The rumen epithelium is composed of living stratum (stratum basale, spinosum, and granulosum) and corneum (dead cornified keratinocytes) [14], and different rumen cell types execute distinct functions. Studies using cell cultures showed that basale and spinosum strata cells play essential roles in VFA uptake and metabolism [15, 16]. Previous research based on bulk RNA sequencing of rumen tissues discovered that specific VFA metabolic genes and processes in the rumen epithelium were enriched [17]. Investigations on rumen epithelial cell subtypes and specific roles in VFA absorption and metabolism using traditional molecular methods is still a major challenge. Although direct observations of cell functions *in vivo* are difficult at the single-cell level, it is commonly accepted that single-cell RNA sequencing (scRNA-seq), an approach for exploring the gene expression features of cells [18, 19], could provide new insights into cell type-specific functions at single-cell resolution.

In the current study, we applied metagenomic binning to explore the individual microbes involved in fiber digestion and fermentation, and further performed scRNA-seq on rumen epithelial cells to investigate the accurate cell subtypes contributing to VFA uptake and metabolism. The integration of these data enables us to link microbial genomes and epithelial single cells to the trophic system. Our current study provides a novel understanding of the specialization of fiber utilization in the rumen system at individual microbial taxa and epithelial single-cell resolution.

## Results and discussion

### Bacterial taxonomic composition of metagenome-assembled genomes (MAGs)

Metagenomic sequencing generated 2,751,185,494 reads from a total of 49 lactating dairy cows (Supplementary Table S1). After low-quality reads and host genes were removed, a total of 2,697,595,628 clean reads were generated, 1,002,914,596 of which were annotated to the RefSeq database, with 941,151,278 reads annotated to bacteria. The metagenomic sequencing data (415 GB) were further assembled into 34,039,290 contigs and used to reconstruct MAGs. After filtering MAGs based on completeness and contamination, a total of 186 rumen microbial MAGs were obtained from our dataset, with completeness > 70% (88.22% ± 9.45%) and contamination < 10% (5.81 ± 2.71%) (Supplementary Table S2). These MAGs represent 80.14% of the total number of reads in the metagenomes. All 186 MAGs had < 95% average nucleotide identity (ANI), which means that these 186 species were nonredundant. Among them, 92 MAGs were near complete (completeness ≥ 90%), and 94 MAGs were substantially complete (70% ≤ completeness ≤ 90%) according to the definition of high-quality MAGs proposed by Parks et al. [20]. A total of 71 out of these 186 MAGs displayed lower contamination (contamination < 5%) according to the criteria of Parks et al. [20]. The genome sizes of these 186 MAGs ranged from 659,879 bp to 26,548,065 bp (5,867,423 ± 5,008,174 bp, mean ± SD), with N50 values ranging from 2108 bp to 61,696 bp. The average number of tRNA genes of each MAG was 21.36 ± 11.39% (ranging from 1 to 64), which transferred 11.84 ± 4.43% amino acids (ranging from 1 to 20).

The MAGs were then taxonomically assigned, with all 186 MAGs assigned to bacteria (Fig. 1A), and the majority of these MAGs belonged to uncultivated linages without any previous metabolic or phylogenetic characterization. Overall, 79 MAGs could be taxonomically assigned to five phyla: *Bacteroidetes* (54 MAGs), *Firmicutes* (16 MAGs), *Actinobacteria* (7 MAGs), *Proteobacteria* (1 MAG), and *Elusimicrobia* (1 MAG). The remaining 57.53% of bacterial MAGs belonging to phyla lacked existing sequenced representatives (Fig. 1A). At the order level, bacterial MAGs were assigned into six orders, including *Bacteroidales* (40 MAGs), *Clostridiales* (14 MAGs), *Coriobacteriales* (5 MAGs), *Bifidobacteriales* (2 MAGs), *Elusimicrobia* (1 MAG), and *Selenomonadales* (1 MAG) (Fig. 1B and Supplementary Figure S1). At the family level, MAGs were assigned to six bacterial families: *Prevotellaceae* (27 MAGs), *Coriobacteriaceae* (5 MAGs), *Bifidobacteriaceae* (2 MAGs), *Elusimicrobiaceae* (1 MAG), *Ruminococcaceae* (1 MAG), and *Veillonellaceae* (1 MAG) (Fig. 1B and Supplementary Figure S1). We resolved three of the MAGs to species, including *Prevotella ruminicola*, S*elenomonas sputigena*, and *Elusimicrobium minutum*.

**Fig. 1:**
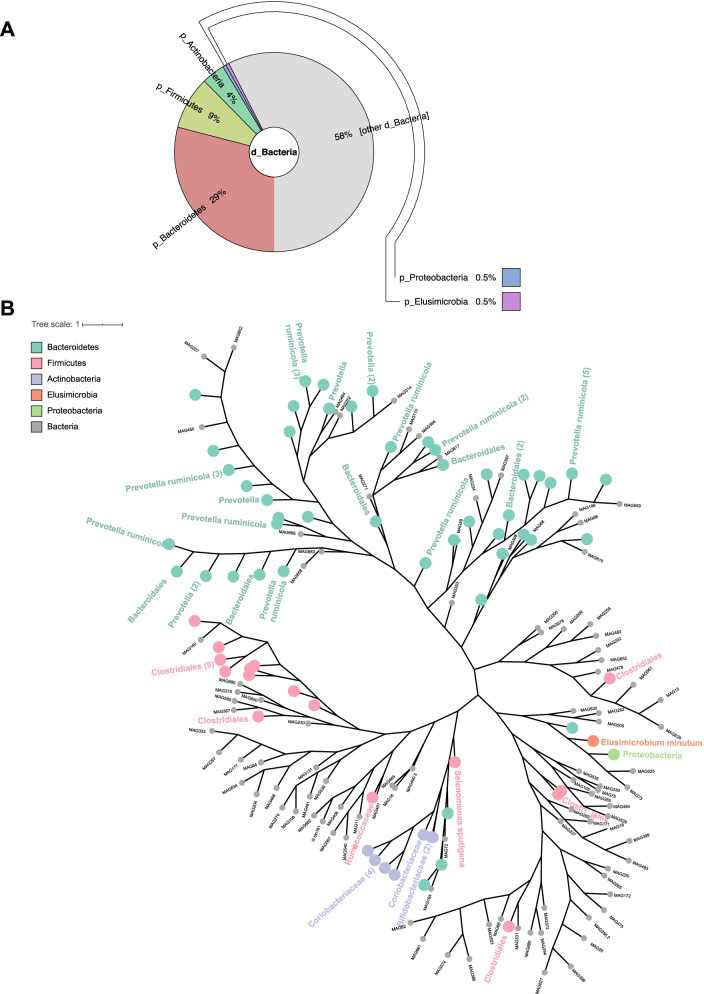
Profiles of 186 rumen MAGs recovered from 49 dairy cows based on metagenomic binning analysis. **A** Taxonomic composition of 186 rumen MAGs at the phylum level. **B** Phylogenetic tree of 186 MAGs from the dairy cattle rumen. Color nodes: MAGs classified to different taxonomic levels; gray nodes: MAGs classified to the kingdom level. MAGs: metagenome-assembled genomes

As our study and previous studies have shown, metagenomic binning is an effective technique to recover rumen microbial genomes (complete or near-complete) without culture procedures [3, 10, 12]. Given that culture-based methods could not provide a complete understanding of rumen microbes due to the strictly anaerobic environment of the rumen, this novel tool enables researchers to understand the function of any microbiome and link rumen microbes to phenotypes easily and effectively. To fully understand the functions of rumen microbes for future improvement interventions of production traits, it is vital to recover the microbes to the species and even strain level. However, consistent with the results of previous metagenomic binning studies, our results showed that a large number of unclassified microbial genomes and genomes could not be resolved to the species level, with many MAGs recovered at only the kingdom level [3, 10, 12]. Previous studies reporting the phylogenetic diversity census of rumen microbiomes have also highlighted that unclassified bacteria are the most abundant rumen microorganisms [11, 21, 22]. These results suggest that there are still a large number of microbial genomes yet to be sequenced and assembled.

### CAZome profiles of MAGs

Breakdown of complex plant fibers is initiated by degradative enzymes of rumen microbes, including enzymes capable of degrading cellulose, xylan (hemicellulose), and pectin. We predicted CAZyme modules based on both metagenomic datasets and MAGs to characterize the profile of carbohydrate-active enzymes present in dairy cow rumen. The most frequently occurring GH modules included GH2 (19,219), GH13 (15,765), GH43 (11,093), GH3 (6871), GH97 (5760), GH31 (5314), and GH5 (5,308) (Supplementary Table S3). A total of 2,964 GH families involved in cellulose degradation were identified, including GH5, GH9, GH44, GH45, and GH48. A total of 13,110 pectin-degrading families were identified, including GH28, PL1, PL9, PL10, PL11, CE8, and CE12. The number of CAZymes involved in xylan degradation was 24,488, and these CAZymes included GH8, GH10, GH11, GH43, GH51, GH67, GH115, GH120, GH127, CE1, and CE2. We then compared CAZymes predicted in the total metagenome with those in the public database, with Fig. 2A showing the numbers of each CAZyme class predicted in the total metagenome as well as the representation of each CAZyme class in the CAZy database (31 July 2020).

**Fig. 2:**
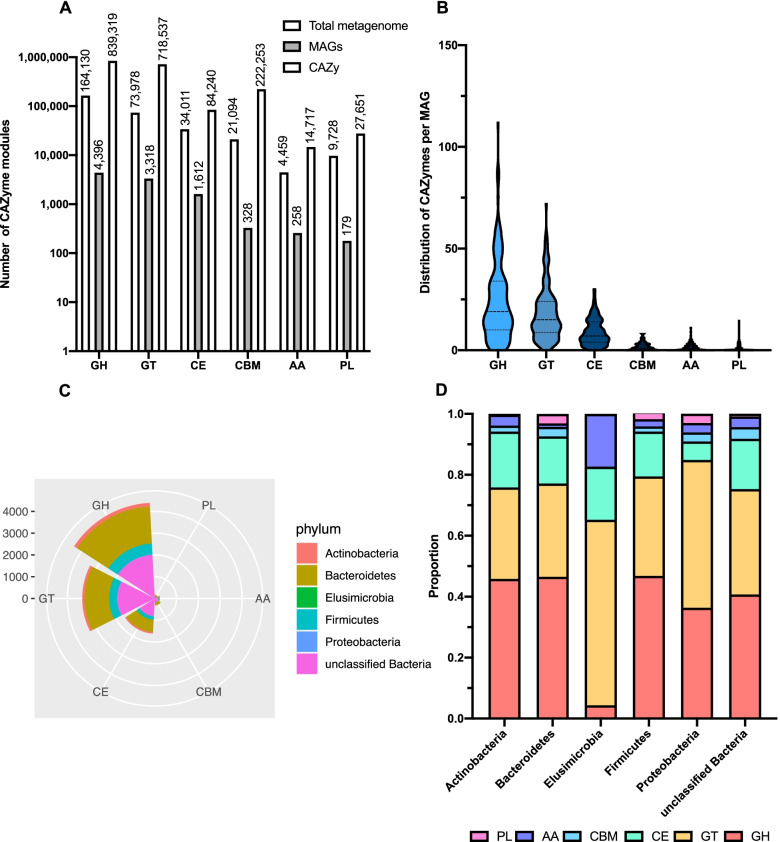
CAZyme profiles of the rumen MAGs. **A** The number of each CAZyme module predicted in the total metagenome datasets and the MAGs and their representation in the CAZy database at the time of submission. **B** The distribution numbers of six CAZyme modules encoded in each MAG. **C** Phylum-level taxonomic distribution of predicted CAZyme modules. **D** Distribution of six CAZyme classes as a proportion of the total number of predicted CAZymes in each phylum. MAGs: metagenome-assembled genomes.

In total, the MAGs contained 43968 GHs, 3318 GTs, 1612 CEs, 328 CBMs, 258 AAs, and 179 PLs (Fig. 2A). Figure 2B shows the count distribution of the six CAZyme classes in MAGs. On average, each MAG contained 24.15 ± 19.59 GHs (ranging from 0 to 112), 18.23 ± 13.22 GTs (ranging from 0 to 72), 8.86 ± 6.44 CEs (ranging from 0 to 30), 1.80 ± 1.89 CBMs (ranging from 0 to 8), 1.42 ± 1.77 AAs (ranging from 0 to 11), and 0.98 ± 2.21 PLs (ranging from 0 to 15). The taxonomic and functional distribution of proteins in MAGs (Fig. 2C) revealed that unknown bacteria contained the highest number of CAZymes, followed by *Bacteroidetes* and *Firmicutes*. The distribution of CAZymes across bacterial phyla (Fig. 2D) showed that GHs, GTs, and CEs contributed the largest number of CAZymes of most phyla and unknown bacteria (not including *Elusimicrobia*). Characterization of the CAZyme profiles highlighted the carbohydrate degradation and utilization strategies used by different microbial taxa detected in our collection.

### Fiber-degrading capabilities of MAGs belonging to *Bacteroidetes*

Our MAG data revealed the vital saccharolytic role of *Bacteroidetes* in rumen carbohydrate degradation, as the MAGs of this dominant phylum encode proteins capable of binding and digesting multiple carbohydrate substrates. The *Bacteroidetes* MAGs encoded 38.85% of the total GHs (the group of enzymes that hydrolyze glucoside bonds between carbohydrates) detected in our study. We then profiled the distribution of GH modules as well as important fiber-degrading capabilities of cellulose degradation, pectin degradation, and xylan degradation across 54 *Bacteroidetes* MAGs (Fig. 3). The top 10 most frequently occurring GH families in *Bacteroidetes* genomes were GH2, GH5, GH13, GH97, GH25, GH28, GH78, GH105, GH106, and GH23. In addition, important cellulose-degrading CAZymes, pectin-degrading CAZymes, and xylan-degrading CAZymes were mostly encoded by *Prevotella* at the genus level (including MAG234 and MAG196) and *P. ruminicola* at the species level (including MAG156, MAG361, MAG137, MAG278, MAG174, MAG231, MAG492, and MAG214) (Fig. 3).

**Fig. 3:**
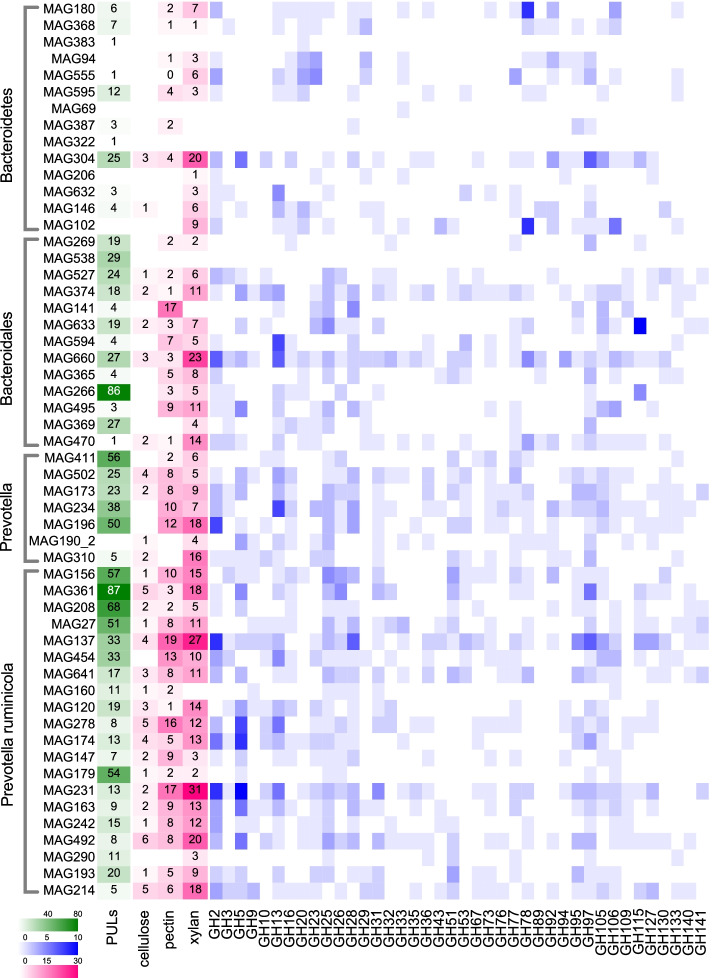
The polysaccharide degradation potential of MAGs belonging to *Bacteroidetes*. A heatmap showing counts of polysaccharide-degrading CAZymes and selected GH modules encoded in the MAGs, as well as counts of polysaccharide utilizing loci (PULs) in the MAGs. Cellulose degradation: GH5, GH9, GH44, GH45, GH48; pectin degradation: GH28, PL1, PL9, PL10, PL11, CE8, CE12; xylan degradation: GH8, GH10, GH11, GH43, GH51, GH67, GH115, GH120, GH127, CE1, CE2. MAGs: metagenome-assembled genomes

CAZymes are often located within polysaccharide utilization loci (PULs), gene clusters that encode enzymes that are necessary for bacteria to bind, transport, and depolymerize specific glycan structures [23]. Taxa of the phylum *Bacteroidetes* evolve PULs, with GH modules most frequently organized in PULs [24, 25]. As PULs are specific to one particular or multiple substrates, the observed PULs in MAGs can be applied to predict substrates of microbial genomes [26]. We then detected the PULs in *Bacteroidetes* MAGs, and the detailed information is presented in Supplementary Table S4 and Supplementary Figure S2. A total of 1827 putative PULs were identified from all *Bacteroidetes* MAGs. Among these *Bacteroidetes* MAGs, 50 contained more than one PUL, and the number of PULs per MAG varied from 1 to 87. The PUL profile revealed that the most common CAZyme-associated PULs were those involved in xylan degradation (GH43), pectin degradation (GH28), starch degradation (GH13 and GH97), and accessory enzymes involved in plant polysaccharide digestion and the degradation of carbohydrates originated from microbes in the rumen (GH2, GH15, GH32).

Several MAGs that contained the most abundant PULs clustered together with *P. ruminicola* (MAG156, MAG361, MAG208, MAG27, and MAG179, 99% ANI), an anaerobic gram-negative bacterium belonging to *Bacteroidetes* that utilizes multiple polysaccharides as substrates [27, 28] (Fig. 3). This branch of the phylogenetic tree might be microbes that contain novel polysaccharide-degradation active enzymes. In our study (Supplementary Table S4), the CAZymes present in PULs detected in *P. ruminicola* were mainly alpha-glucosidase (EC:3.2.1.20), arabinan endo-1,5-alpha-L-arabinosidase (EC:3.2.1.99), beta-fructofuranosidase (EC:3.2.1.26), beta-galactosidase (EC:3.2.1.23), endoglucanase (EC:3.2.1.4), fructan beta-fructosidase (EC:3.2.1.80), mannan endo-1,4-beta-mannosidase (EC:3.2.1.78), para-nitrobenzyl esterase (EC:3.1.1.-), and pectinesterase (EC:3.1.1.11), indicating that these MAGs potentially have strong saccharolytic capability and may be able to adapt to the rumen under multiple diets. Stewart et al. reported that *P. ruminicola* was the second largest contributor of PULs (containing fewer PULs than *P. multisaccharivorax*), with enzymes encoded in PULs of *P. ruminicola* in that study including pectate lyases, pectin esterases, glucosidases, arabinases, galactosidases, and mannosidases [12]. The inconsistency of the largest source of PULs in our study (*P. ruminicola*) and that of Stewart et al. (*P. multisaccharivorax*) may be due to the different breeds and diets, as breed and diet are two critical impact factors affecting rumen microbiome composition [8, 29, 30]. The MAGs in Stewart et al. were recovered from cows from three cross breeds (including Aberdeen Angus, Limousin and Charolais) and one pure breed (Luing) that were fed two diets, including a high-concentrate diet (forage: concentrate = 75: 925, dry matter-based) and mixed forage-concentrate diet (forage: concentrate = 480: 520) [31], whereas the MAGs in our study were generated from Holstein dairy cows that were fed a corn-based high-grain diet (forage:concentrate = 450:550). In the current study, *P. ruminicola* having the most PULs suggests the high polysaccharide degradation potential of this clade [12, 31], which allows the use of multiple substrates in the rumen of Holstein dairy cows and may act as a vital intermediate metabolite contributor to milk biosynthesis.

### Epithelial single-cell map of the rumen in lactating dairy cows

As the limited availability of useful flow cytometry reagents with specificity to rumen epithelial cell types has hindered sorting cells for in vitro functional assays and directly investigating the functions of rumen epithelial cell types in vivo is difficult, the type of epithelial cells responsible for the uptake of VFAs in the rumen epithelium is still largely unknown. Recent advances in scRNA-seq enable the expression profiling of individual cells and are also an indirect means of assessing cell type-specific functions. Herein, we performed scRNA-seq analysis of 20,728 high-quality individual epithelial cells from ventral rumen tissues of 3 lactating Holstein dairy cows (Fig. 4A). 

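The single cells came from the ventral rumen sac of 3 lactating cows under 1 condition, with 1 library per cow. Enzymes freed the epithelial cells, and droplet chemistry from 10× Genomics tagged each captured transcript with a UMI (unique molecular identifier), so that copies made by PCR were not counted again. The authors deposited whole UMI counts per gene and cell, after their filters on cells and their removal of other cell types, together with natural-log normalized values of the same cells. The suffix of each barcode told the cows apart and was taken as the number of the cow. Cow 1 had 3369 cells with 38912809 UMIs and a median of 10342 UMIs per cell. Cow 2 had 7401 cells with 94856658 UMIs and a median of 12051. Cow 3 had 9958 cells with 104189434 UMIs and a median of 9747. The median mitochondrial share of UMIs was 17.2% in cow 1, 10.8% in cow 2 and 12.4% in cow 3.
The files hold no cell type for each cell, so the cells were clustered again after the paper's methods, with Seurat log-normalization, 2000 variable genes, 30 principal components, a Harmony-type correction for the cow and a resolution of 1.6. The genes of VFA transport and VFA metabolism named in the paper were kept out of the variable genes, so that no cluster was defined by a VFA gene it was tested for. A new cluster took the name of a subtype of the study, followed by "-like", from markers set for that subtype. This named 13 of the 18 new clusters, while new clusters 1, 8, 9, 10 and 16, with 5585 cells (26.9%), stayed unnamed. The *IGFBP5*+, *TM4SF1*+ and *BPIFA2C*+ cg-like clusters, the *KRT5*+ BC_1-like and BC_2-like clusters, the *TROAP*+ MC-like, *RRM2*+ MC-like, MC_1-like and GC_5-like clusters and GC-like clusters 0, 2, 3 and 4 are called by these names. The numbers of new clusters are not those of the study. No new cluster could be named after *KRT14*+ *KRT5*+ BC_1, *KRT14*+ *KRT5*+ BC_2 or SC_1, SC_2 and SC_3, and a difference from the study may come from the rebuilt names.
UMI counts were summed per cow and cluster, since cells of 1 animal are not replicates, which gave 54 sums of at least 51 cells. For 10473 genes, each cluster was set against the mean of the other 17 with the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. This is the mean of fitted log levels, so clusters with very low levels pull it down. A log2 fold change can therefore exceed that over the arithmetic mean. Where a gene is called higher in all 3 cows, each cow's CPM was set against the arithmetic mean of its other clusters. A gene was called higher where the adjusted p was under 0.05 and the log2 fold change was above 0.36, which is 0.25 on the natural-log scale. Levels are means ± SD over the 3 cows, either per 10000 UMIs of the sum or as TMM-normalized counts scaled by library size (CPM). The smallest two-sided p that an exact permutation of 3 paired differences can give is 0.25.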

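For the overlap of the cows, the analysis of similarities (vegan, Euclidean distances) was run on a random sample of 1000 cells per cow. In the 30 principal components, the statistic R was 0.247 before the correction for the cow and 0.0140 after it. Over 5 other samples of cells, R ranged from 0.228 to 0.246 before correction and from 0.00828 to 0.0161 after it (SD 0.00312). The number of components moved R after correction less, to 0.0146 with 10 and 0.0136 with 50. On Bray-Curtis distances of the uncorrected expression of the variable genes, R was 0.220. No p is given, because cells of a cow are not independent samples of cows.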

Our results showed that cells from the 3 cows overlapped well (analysis of similarities statistic *R* = − 0.012 and *P* = 1) (Figures S4A–B), indicating the high fidelity of the data and reproducibility of the rumen epithelial cellular landscapes obtained from the three individuals. In total, we discovered 18 rumen epithelial cell clusters in lactating dairy cows (Fig. 4A). 

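The cells formed 18 new clusters at the same resolution of 1.6, 14 at a resolution of 1.0 and 21 at 1.6 without the correction for the cow. All 3 cows had cells in each of the 18. GC-like cluster 0 was the largest, with 12.3% ± 2.92 of each cow's cells (SD, n = 3 cows), and new cluster 16 was the smallest, with 1.52% ± 0.693. The *IGFBP5*+ cg-like cluster held 3.26% ± 0.987 of the cells, the *TM4SF1*+ cg-like cluster 6.02% ± 1.22 and the *BPIFA2C*+ cg-like cluster 1.71% ± 1.32. Median UMIs per cell ran from 3073 in the *BPIFA2C*+ cg-like cluster to 15588 in the *RRM2*+ MC-like cluster. The copy of Supplementary Table S5 used here holds 1997 of the table's 4430 entries, which cover clusters 0 to 10 of the study. Correlating its avg_logFC values with those of the new clusters across genes, which are not independent replicates, gave each of the 11 study clusters a different best match. Study cluster 10 matched the *TM4SF1*+ cg-like cluster (Pearson r = 0.956 over 383 genes), and study cluster 6 matched the *KRT5*+ BC_2-like cluster (r = 0.973 over 161 genes). The strongest match was that of study cluster 7, which the paper calls *KRT14*+ *KRT5*+ BC_1, with new cluster 8 (r = 0.998 over 378 genes), although new cluster 8 stayed unnamed. Its mean z score for the basal cell markers was 0.885, but *RRM2*, a marker of mitotic cells, was among its 10 leading genes and no basal cell marker was. The weakest match was that of study cluster 2 with new cluster 9 (r = 0.716 over 8 genes). Study clusters 1 and 9 matched new clusters 1 and 10, and study clusters 0, 4, 5 and 8 matched GC-like clusters 2, 0, 4 and 3. These matches were chosen after the values were seen and named no cluster.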

Clusters 11, 13, and 16 were proliferating basal cells (mitotic cell, MC) expressing the marker genes *KRT14*, *KRT5*, and *MKI67* [32], and were divided into three subpopulations of MC (*TROAP*^*+*^ MC, *RRM2*^*+*^ MC, and MC_1, respectively) based on their highly expressed specific genes (Fig. 4B and Figure S5A). 

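The proliferation gene *MKI67* (ENSBTAG00000002444) had 4.23 ± 1.82 UMIs per 10000 in the *TROAP*+ MC-like cluster, 3.78 ± 1.59 in the *RRM2*+ MC-like cluster and 0.721 ± 0.436 in the MC_1-like cluster (mean ± SD, n = 3 cows). The highest level outside these clusters was 0.155 ± 0.163 in the *BPIFA2C*+ cg-like cluster. *TROAP* (ENSBTAG00000008499) had 0.720 ± 0.110 UMIs per 10000 in the *TROAP*+ MC-like cluster, against 0.252 ± 0.0866 in the *RRM2*+ MC-like cluster. *RRM2* (ENSBTAG00000008216) had 1.25 ± 0.188 in the *RRM2*+ MC-like cluster and 0.865 ± 0.606 in new cluster 8, which stayed unnamed. These genes took part in naming the clusters, so their levels describe the clusters and test nothing.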

Clusters 3, 6, 7, and 12 highly expressed the basal cell (BC) markers *KRT14* or *KRT5* [33] and were defined as four subtypes of BC (*KRT5*^*+*^ BC_1, *KRT5*^*+*^ BC_2, *KRT14*^*+*^ *KRT5*^*+*^ BC_1, and *KRT14*^*+*^ *KRT5*^*+*^ BC_2, respectively) characterized by their highly expressed specific genes (Fig. 4B and Figure S5B). 

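*KRT14* (ENSBTAG00000007583) and *KRT5* (ENSBTAG00000038384) were abundant in every cluster, with 850587 and 1243591 UMIs over all cells. The level of *KRT14* ran from 21.4 ± 4.37 UMIs per 10000 in GC-like cluster 2 to 69.3 ± 59.9 in the *BPIFA2C*+ cg-like cluster (mean ± SD, n = 3 cows). In the *KRT5*+ BC_1-like and BC_2-like clusters *KRT14* was at 32.1 ± 15.0 and 31.3 ± 17.1. The level of *KRT5* ran from 33.2 ± 8.34 UMIs per 10000 in GC-like cluster 2 to 60.4 ± 16.8 in the MC_1-like cluster, and was 56.7 ± 18.5 and 54.6 ± 18.7 in the *KRT5*+ BC_1-like and BC_2-like clusters. Both genes were among the naming markers. Against the mean of the other clusters, *KRT5* passed the threshold in no cluster. With the cow as a block it passed in 2, with log2 fold changes of 0.38 in the *KRT5*+ BC_1-like cluster and 0.37 in the MC_1-like cluster (edgeR adjusted p = 0.0066 and 0.0034), and had 0.36 in the *KRT5*+ BC_2-like cluster, at the threshold but not past it. *KRT14* passed it in the *BPIFA2C*+ cg-like cluster, with a log2 fold change of 1.05 (edgeR adjusted p = 0.037), and with the cow as a block also in the *TM4SF1*+ cg-like cluster, with 0.37 (edgeR adjusted p = 0.041).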

Clusters 0, 4, 5, 8, and 14 were granule cell (GC) types with high levels of *DLK2* (Fig. 4B), whose expression is restricted to the granule layer and acts as a key regulatory factor of keratinocyte terminal differentiation and cornification [34]. 

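*DLK2* (ENSBTAG00000005850), a variable gene and a naming marker of the GC-like clusters, had 1.49 ± 0.417, 1.52 ± 0.573, 1.19 ± 0.386 and 1.30 ± 0.615 UMIs per 10000 in GC-like clusters 0, 2, 3 and 4 and 1.23 ± 0.453 in the GC_5-like cluster (mean ± SD, n = 3 cows). Outside the GC-like clusters *DLK2* was highest in new cluster 9, at 0.746 ± 0.183, and it was lowest in the *TM4SF1*+ cg-like cluster, at 0.0684 ± 0.0288. GC-like clusters 0, 2 and 4 had the fewest UMIs per cell after the *BPIFA2C*+ cg-like cluster, with medians of 7419, 6763 and 7000. A list of 20 immediate-early and stress genes was highest in GC-like clusters 2 and 0.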

By comparison, we identified the highly expressed genes in these five GC subtypes (Figure S5C). Clusters 1, 2, and 9 were predicted to be three spinous cell subtypes (SC_1-3) because they did not express the basal cell markers (such as *KRT14* and *KRT5*) but slightly expressed the spinous cell marker *KRT10* [33] or granule cell marker *DLK2* (Fig. 4B). These indicated that they may serve as the spinous cell types between basal cell and terminally differentiated granulear cell, and we also identified their highly expressed genes (Figure S5D). 

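No new cluster was named after SC_1, SC_2 or SC_3. By the entries of Supplementary Table S5, their closest matches were new clusters 1, 9 and 10, which were picked after the values were seen. *KRT14* had 25.8 ± 10.3 UMIs per 10000 in new cluster 1, 29.8 ± 12.0 in new cluster 9 and 31.9 ± 18.5 in new cluster 10 (mean ± SD, n = 3 cows). *KRT5* had 42.8 ± 17.2, 45.3 ± 18.2 and 55.4 ± 20.9. All 6 levels lay within the range of the other clusters. *KRT10* (ENSBTAG00000020824), with 5715 UMIs over all cells, had 0.193 ± 0.0242, 0.244 ± 0.0446 and 0.246 ± 0.0318 UMIs per 10000 and did not pass the threshold in any of these clusters. *DLK2* had 0.641 ± 0.236 in new cluster 1 and 0.201 ± 0.0744 in new cluster 10.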

Interestingly, in addition to high levels of the spinous cell marker genes *KRT10*, *S100A8*, and *KRT6A*, clusters 10, 15, and 17 specifically expressed *GJA1* (a channel-gap cell gene marker) (Fig. 4B and Supplementary Table S5) [33]; therefore, they were defined as cg-like SCs (channel-gap like spinous cells), which was further verified by immunofluorescence staining (Fig. 4C). 

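*GJA1* (ENSBTAG00000001835) had 4.34 ± 2.47 UMIs per 10000 in the *IGFBP5*+ cg-like cluster, 2.48 ± 1.52 in the *TM4SF1*+ cg-like cluster and 6.68 ± 2.01 in the *BPIFA2C*+ cg-like cluster (mean ± SD, n = 3 cows), and 0.0276 in its lowest cluster, GC-like cluster 2. *GJA1* also passed the threshold in the *TROAP*+ MC-like cluster, for which it was no naming marker, with a log2 fold change of 2.40 (standard error 0.59, edgeR adjusted p = 0.0031). *KRT10* had 0.396 ± 0.0505, 0.350 ± 0.0494 and 0.373 ± 0.0876 UMIs per 10000 in the *IGFBP5*+, *TM4SF1*+ and *BPIFA2C*+ cg-like clusters. *S100A8* (ENSBTAG00000012640) had 8.50 ± 3.04, 10.1 ± 5.11 and 43.3 ± 27.1 in these clusters, and *KRT6A* (ENSBTAG00000039425) had 5.35 ± 2.39, 9.90 ± 4.93 and 53.6 ± 33.6. These 4 genes were naming markers of cg-like clusters. In the *BPIFA2C*+ cg-like cluster the median was 3073 UMIs per cell with a mitochondrial share of 0.342%, whereas the lowest median mitochondrial share of another cluster was 7.20%.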

The cg-like SCs were further classified into different subtypes such as *TM4SF1*^*+*^ cg-like SC (cluster 10), *IGFBP5*^*+*^ cg-like SC (cluster 15), and *BPIFA2C*^*+*^ cg-like SC (cluster 17) with *TM4SF1* (*P*_adj = 8.26e−90), *IGFBP5* (*P*_adj = 2.92e-251), and *BPIFA2C* (*P*_adj = 4.04e-139) based on their respective highly expressed genes (Fig. 4B and Supplementary Table S5). 

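*IGFBP5* (ENSBTAG00000054218) had 5.49 ± 1.08 UMIs per 10000 in the *IGFBP5*+ cg-like cluster and *BPIFA2C* (ENSBTAG00000031376) had 54.9 ± 23.5 in the *BPIFA2C*+ cg-like cluster (mean ± SD, n = 3 cows), the highest level of each over the 18 clusters. *TM4SF1* (ENSBTAG00000015163) had 1.51 ± 1.52 in the *TM4SF1*+ cg-like cluster, 1.49 ± 1.28 in the *BPIFA2C*+ cg-like cluster and 2.49 ± 2.50 in new cluster 10, an unnamed cluster in which it was highest. Although the cluster was named with it, *TM4SF1* did not pass the threshold in the *TM4SF1*+ cg-like cluster, with a log2 fold change of 1.01 (standard error 0.82, edgeR adjusted p = 0.51). In a model with the cow as a block, the log2 fold change was 1.07 (edgeR adjusted p = 3.3e-10).
In the *IGFBP5*+ cg-like cluster 886 genes were higher and 435 lower than the mean of the other clusters, and 840 of the 886 were higher in all 3 cows. Of the 886 genes, 339 were variable genes that had shaped the clusters and 547 were not. In the *TM4SF1*+ cg-like cluster 1008 genes were higher and 524 lower, with 938 of the 1008 higher in all 3 cows, 430 of them variable genes and 578 not. Of all genes past the threshold in either direction in the *TM4SF1*+ cg-like cluster, 65.8% were higher with the TMM scaling of edgeR, and 53.8% with the size factors of DESeq2, with 874 genes higher and 752 lower. The counts moved most with the group compared against. Set against the sum of all other cells of each cow, 165 genes were higher in the *IGFBP5*+ cg-like cluster and 243 in the *TM4SF1*+ cg-like cluster. There 218 and 296 genes were lower, so that 43.1% and 45.1% of the genes past the threshold were higher. In the model with the cow as a block, 1545 and 1748 genes were higher. Without cow 2 the counts were 521 and 588, and without cow 3 they were 521 and 595.
The 5 largest log2 fold changes among genes higher in all 3 cows were, in the *IGFBP5*+ cg-like cluster, those of *GJA1* (5.18), *SLC9A2* (ENSBTAG00000001706) with 4.64, *RBP2* (ENSBTAG00000015056) with 4.39, ENSBTAG00000031866 with 4.27 and *PHGR1* (ENSBTAG00000049093) with 4.24. Of these, *RBP2* was the most abundant after *GJA1*, at 67.9 ± 32.2 CPM (edgeR adjusted p = 4.9e-11). In the *TM4SF1*+ cg-like cluster they were *TMEM45B* (ENSBTAG00000017602) with 4.67, *SLC9A2* with 4.54, *RBBP8NL* (ENSBTAG00000003163) with 4.33, *GJA1* with 4.24 and *GSTA1* (ENSBTAG00000021516) with 4.10. All but ENSBTAG00000031866 were variable genes.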

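*GSTA1*, a naming marker of the *TM4SF1*+ cg-like cluster, and *TMEM79* (ENSBTAG00000009436) were both among the variable genes. *GSTA1* had 6.03 ± 4.11 UMIs per 10000 in the *IGFBP5*+ cg-like cluster, 10.7 ± 6.36 in the *TM4SF1*+ cg-like cluster and 12.4 ± 5.44 in the *BPIFA2C*+ cg-like cluster (mean ± SD, n = 3 cows), and it was lowest in GC-like cluster 0, at 0.0816 ± 0.0589. Its log2 fold change was 3.32 in the *IGFBP5*+ cg-like cluster (standard error 0.33, edgeR adjusted p = 4.6e-10) and 4.19 in the *BPIFA2C*+ cg-like cluster (standard error 0.32, edgeR adjusted p = 3.9e-14). *TMEM79* had log2 fold changes of 1.86, 2.11 and 2.83 in the *IGFBP5*+, *TM4SF1*+ and *BPIFA2C*+ cg-like clusters, with standard errors of 0.16, 0.15 and 0.16. Its largest edgeR adjusted p among these was 1.6e-11. *GSTA1* passed the threshold in 6 clusters in all and *TMEM79* in 5.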

We also revealed that these three cg-like SCs all highly expressed *GSTA1* and *TMEM79* (Figure S5E and Supplementary Table S5). *GSTA1* encodes an enzyme that protects cells from reactive oxygen species [35], and *TMEM79* plays a vital role in epidermal integrity and barrier function [36]. 

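*FABP4* (ENSBTAG00000037526), a variable gene with 17450 UMIs over all cells, had 3.15 ± 1.68 UMIs per 10000 in the *IGFBP5*+ cg-like cluster, 2.55 ± 0.962 in the *TM4SF1*+ cg-like cluster and 2.51 ± 0.813 in the *BPIFA2C*+ cg-like cluster (mean ± SD, n = 3 cows). Its log2 fold changes were 3.44 (standard error 0.31, edgeR adjusted p = 4.2e-11), 3.07 (standard error 0.32, edgeR adjusted p = 8.9e-10) and 2.85 (standard error 0.36, edgeR adjusted p = 5.3e-08). It was higher than the mean of the other clusters in all 3 cows in each. The *KRT5*+ BC_2-like cluster followed with a log2 fold change of 2.34 (edgeR adjusted p = 2.3e-05), and *FABP4* passed the threshold in 7 clusters in all.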

The high level of *FABP4* (Figure S5E and Supplementary Table S5), a fatty acid binding protein gene [37], in these three cg-like SCs indicates that they are involved in fatty acid absorption, transport, and metabolism.

**Fig. 4:**
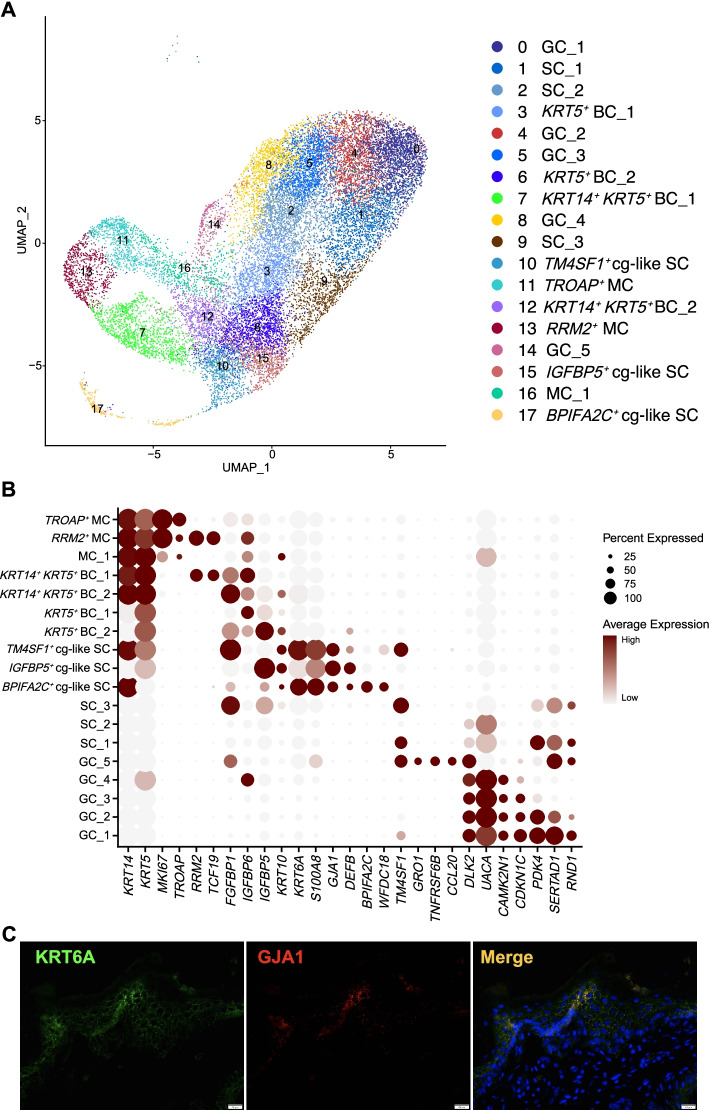
Epithelial single-cell map of the rumen in lactating Holstein dairy cows. **A** UMAP map of rumen epithelial single cells showing the 18 cell types of rumen epithelial cells. Cells are colored by cell type. **B** Dot plot visualization of each cell type in the rumen epithelial single-cell map. Dot size represents the percentage of cells within a cell type, and the color refers to the expression level. **C** Coimmunostaining of KRT6A with GJA1 in rumen tissues. Scale bars, 20 μm. Experiments were independently repeated twice for each tissue, with similar results. UMAP: Uniform Manifold Approximation and Projection; BC: basal cell; SC: spinous cell; GC: granulear cell

### Key cell subtypes responsible for VFA absorption

Anion exchange mechanisms play vital roles in the uptake of VFAs from the lumen into the epithelium and extrusion into the blood. There are numerous molecular candidates for anion exchange-dependent and anion exchange-independent VFA transport, including those of the SLC16A, SLC26A, SLC22A, SLC21A, SLC4A, and SLC5A families [17, 38–40]. 

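Over the 237958901 UMIs of all cells, *SLC16A3* (ENSBTAG00000017461) had 14 UMIs, *SLC5A8* (ENSBTAG00000011525) had 22, and *SLC26A3* (ENSBTAG00000015547), *SLC22A7* (ENSBTAG00000006350) and *SLC5A12* (ENSBTAG00000021858) had 1 UMI each. At this depth no difference between clusters was detectable for these 5 genes, and they were left out of the test. *SLC16A7* (ENSBTAG00000021287) had 1015 UMIs, *SLC16A13* (ENSBTAG00000020853) had 781, *SLC26A6* (ENSBTAG00000038381) had 1812, *SLC16A11* (ENSBTAG00000020852) had 2524 and *SLCO2A1* (ENSBTAG00000001324) had 591. The highest level of *SLC16A11* over the clusters was 0.140 ± 0.0828 UMIs per 10000 in GC-like cluster 3 (mean ± SD, n = 3 cows). For *SLC16A13* it was 0.0562 ± 0.0229 and for *SLC26A6* 0.113 ± 0.0259, both in the *TROAP*+ MC-like cluster. In the model without the cow as a block, *SLC16A11*, *SLC16A13* and *SLC26A6* passed the threshold in no cluster, nor did *SLC4A2* (ENSBTAG00000011226) with 3367 UMIs. No values with the cow as a block are given for these genes, so a difference within cows is not excluded.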

We analyzed the expression of genes within the above families in each cell type and found that the expression pattern of these genes was cell type specific, although some of these genes (such as *SLC16A3*, *SLC16A7*, *SLC16A9*, *SLC16A11*, *SLC16A13*, *SLC26A3*, *SLC26A6*, *SLC22A7*, *SLC02A1*, *SLC5A8*, and *SLC5A12*) had relatively low percentages of expression (Fig. 5A). *SLC16A9* was mainly present in the BC subtypes, and *SLC26A2* was detected in MC_1, *KRT14*^*+*^ *KRT5*^*+*^ BC_2, and *IGFBP5*^*+*^ cg-like SC, although no significant difference was found. 

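*SLC16A9* (ENSBTAG00000019792) had 0.296 ± 0.149 UMIs per 10000 in the *TROAP*+ MC-like cluster, where it was highest, and 0.274 ± 0.104 in the MC_1-like cluster (mean ± SD, n = 3 cows). In the *KRT5*+ BC_1-like and BC_2-like clusters it had 0.228 ± 0.109 and 0.212 ± 0.0963, and in the *IGFBP5*+ cg-like cluster 0.229 ± 0.114. These levels differed by less than the spread between cows. *SLC26A2* (ENSBTAG00000014615) had 0.466 ± 0.392 UMIs per 10000 in GC-like cluster 4, 0.433 ± 0.251 in the MC_1-like cluster and 0.404 ± 0.230 in the *IGFBP5*+ cg-like cluster, its 3 highest levels. Its log2 fold change was 0.85 in the *IGFBP5*+ cg-like cluster (standard error 0.32, edgeR adjusted p = 0.073) and 0.72 in the MC_1-like cluster (edgeR adjusted p = 0.38). Neither gene passed the threshold in any cluster, though with the cow as a block *SLC16A9* passed in 5 of the 18 and *SLC26A2* in 6.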

*SLC4A7* was uniquely highly expressed in GC_5 (*P*_adj = 4.46e−70). 

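*SLC4A7* (ENSBTAG00000018227) had 38.6 ± 22.6 CPM in the GC_5-like cluster (mean ± SD, n = 3 cows), a log2 fold change of 1.35 against the mean of the other clusters (standard error 0.28, edgeR adjusted p = 7.3e-04), and was higher there in all 3 cows. It passed the threshold in no other cluster. Without cow 2 the log2 fold change was 1.11 (edgeR adjusted p = 0.23), and against the sum of all other cells it was 1.31 (edgeR adjusted p = 0.30). The next highest log2 fold change was 0.48, in the *IGFBP5*+ cg-like cluster (edgeR adjusted p = 0.37).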

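*SLC16A1* (ENSBTAG00000015107), kept out of the variable genes, had 1226 ± 145 CPM in the *IGFBP5*+ cg-like cluster (mean ± SD, n = 3 cows). This was a log2 fold change of 1.83 against the mean of the other clusters (standard error 0.14, edgeR adjusted p = 1.5e-12). In the *TM4SF1*+ cg-like cluster the gene had 799 ± 88.2 CPM, a log2 fold change of 1.18 (standard error 0.15, edgeR adjusted p = 1.8e-07). In the *KRT5*+ BC_2-like cluster it had 693 ± 125 CPM, a log2 fold change of 0.96 (standard error 0.16, edgeR adjusted p = 1.2e-04). It was higher in all 3 cows in each of these clusters. Of the alternatives, the clustering without correction for the cow took away the most of these calls, and in it *SLC16A1* did not pass the threshold in the *TM4SF1*+ cg-like cluster (edgeR adjusted p = 0.068) or the *KRT5*+ BC_2-like cluster. The *KRT5*+ BC_2-like cluster also lost the call without cow 1, at a log2 fold change of 0.81 (edgeR adjusted p = 0.10), and against the sum of all other cells (edgeR adjusted p = 0.24). *SLC16A1* also passed the threshold in new cluster 10 and in the MC_1-like and *TROAP*+ MC-like clusters, with log2 fold changes of 0.76, 0.75 and 0.60, none of which passed without cow 1 or without cow 2.

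**Figure D1:**
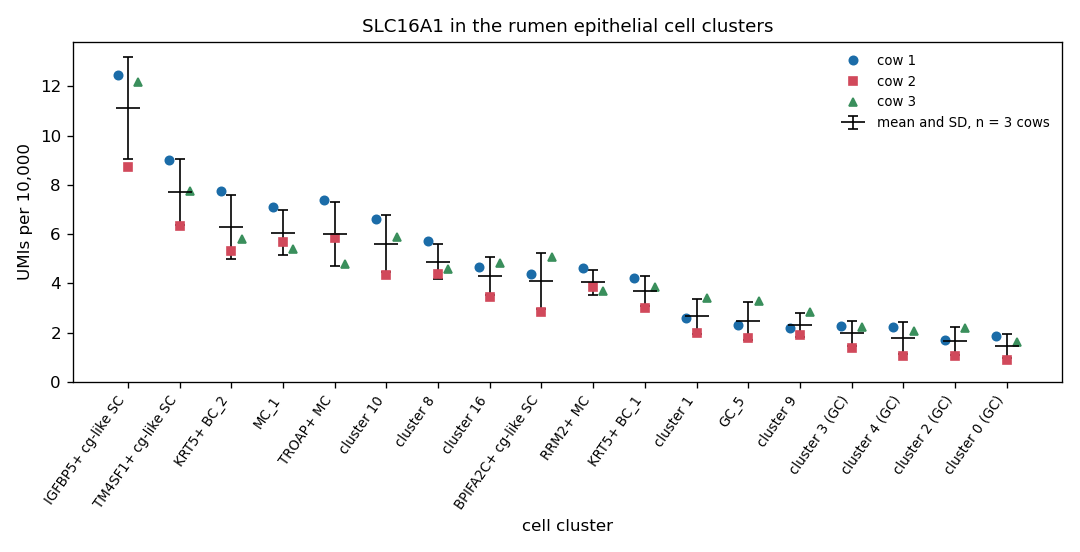
*SLC16A1* UMIs per 10000 UMIs (vertical axis) in each of the 18 cell clusters (horizontal axis), ordered by the mean. Points are the 3 cows, and the dash and bars are the mean and SD. The mean was highest in the *IGFBP5*+ cg-like cluster, at 11.1, and lowest in GC-like cluster 0, at 1.45.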

*KRT14*^*+*^ *KRT5*^*+*^ BC_2 (*P*_adj = 5.79e−150), *KRT5*^*+*^ BC_2 (*P*_adj = 1.71e−248), *TM4SF1*^*+*^ cg-like SC (*P*_adj = 9.67e-169), and *IGFBP5*^*+*^ cg-like SC (*P*_adj = 2.23e-281) highly expressed *SLC16A1* (Fig. 5A and Supplementary Table S5), which has a vital role in VFA absorption [41]. Moreover, *SLC4A9*, encoding the most likely VFA transporter [17], was detected with a high expression level in the *IGFBP5*^*+*^ cg-like SC (*P*_adj = 2.78e−77) (Fig. 5A). 

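*SLC4A9* (ENSBTAG00000021775) had 44.7 ± 4.37 CPM in the *IGFBP5*+ cg-like cluster (mean ± SD, n = 3 cows), the highest of the 18 clusters. Its log2 fold change there was 1.38 (standard error 0.17, edgeR adjusted p = 2.9e-08), with a higher level in all 3 cows, and it stayed past the threshold without any 1 cow. The gene was rare, with 4366 UMIs over all cells and 408 in this cluster.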

*SLC4A9* was also present in *KRT5*^*+*^ BC_2 and *TM4SF1*^*+*^ cg-like SC, although no significant difference was found. These results suggest that VFAs may rarely be taken up by the cell subtypes of GC, even though these cells are the living cells that anatomically first contact VFAs produced in the ruminal lumen. 

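*SLC4A9* had a log2 fold change of 0.72 in the *KRT5*+ BC_2-like cluster (standard error 0.17, edgeR adjusted p = 0.012) and of 0.62 in the *TM4SF1*+ cg-like cluster (standard error 0.17, edgeR adjusted p = 0.0095), both past the threshold. Neither call held in every setting. In the *KRT5*+ BC_2-like cluster the edgeR adjusted p was 0.33 without cow 1, 0.11 without cow 2 and 0.25 against the sum of all other cells. In the *TM4SF1*+ cg-like cluster the edgeR adjusted p was 0.11 without cow 1, 0.059 without cow 3 and 0.099 against the sum of all other cells.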

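In the GC-like clusters *SLC16A1* was lower than the mean of the other clusters. Its log2 fold change was -1.58 in GC-like cluster 0, -1.38 in GC-like cluster 2, -1.09 in GC-like cluster 3, -1.35 in GC-like cluster 4 and -0.72 in the GC_5-like cluster, and the largest edgeR adjusted p of these was 0.0089. *SLC16A7* went the other way, with log2 fold changes of 2.06 in GC-like cluster 2 (edgeR adjusted p = 3.4e-04) and 2.00 in GC-like cluster 0 (edgeR adjusted p = 4.1e-04). GC-like clusters 3 and 4 had 1.80 and 1.79 for *SLC16A7*, and these calls were lost without cow 1 (edgeR adjusted p = 0.10 and 0.080). Against the sum of all other cells GC-like clusters 0, 3 and 4 lost the call (edgeR adjusted p = 0.059, 0.32 and 0.30). GC-like clusters 2 and 3 lost it in the clustering without correction for the cow. GC-like cluster 4 lost it with the VFA genes kept among the variable genes. In the *IGFBP5*+ cg-like cluster the log2 fold change of *SLC16A7* was -3.07, from 3 UMIs. *SLCO2A1* passed the threshold in GC-like cluster 2, with 0.98 (edgeR adjusted p = 0.016), and in GC-like cluster 0, with 0.86 (edgeR adjusted p = 0.039). GC-like cluster 0 lost this call without any 1 cow, and GC-like cluster 2 without cow 2 or without cow 3.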

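The paper names 7 pairs of a transporter gene and a subtype as significantly higher, 4 for *SLC16A1* and 1 each for *SLC4A9*, *SLC4A7* and *SLC12A7*. The pair of *SLC16A1* with *KRT14*+ *KRT5*+ BC_2 could not be tested, as no new cluster was named after that subtype. Of the other 6 pairs, 6 passed the threshold when adjusted over all genes tested, and 6 passed when adjusted over the list alone. Since the study chose the list on these samples, neither count is independent evidence. Without cow 1 and without cow 2, 4 of the 6 passed. Against the sum of all other cells and in the clustering without correction for the cow, 3 of the 6 passed. With the cow as a block all 6 passed. The settings that lost calls had no term for the cow, although sums of the same cow are paired. A call lost in them is therefore no proof of a missing difference.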

*KRT5*^*+*^ BC_2, *TM4SF1*^*+*^ cg-like SC, and *IGFBP5*^*+*^ cg-like SC highly expressed the genes encoding the candidates for VFA transporters and played more important roles in VFA uptake. The mechanism by which VFAs pass through granule cells to reach cells in the stratum basale and spinosum needs to be further elucidated.

**Fig. 5:**
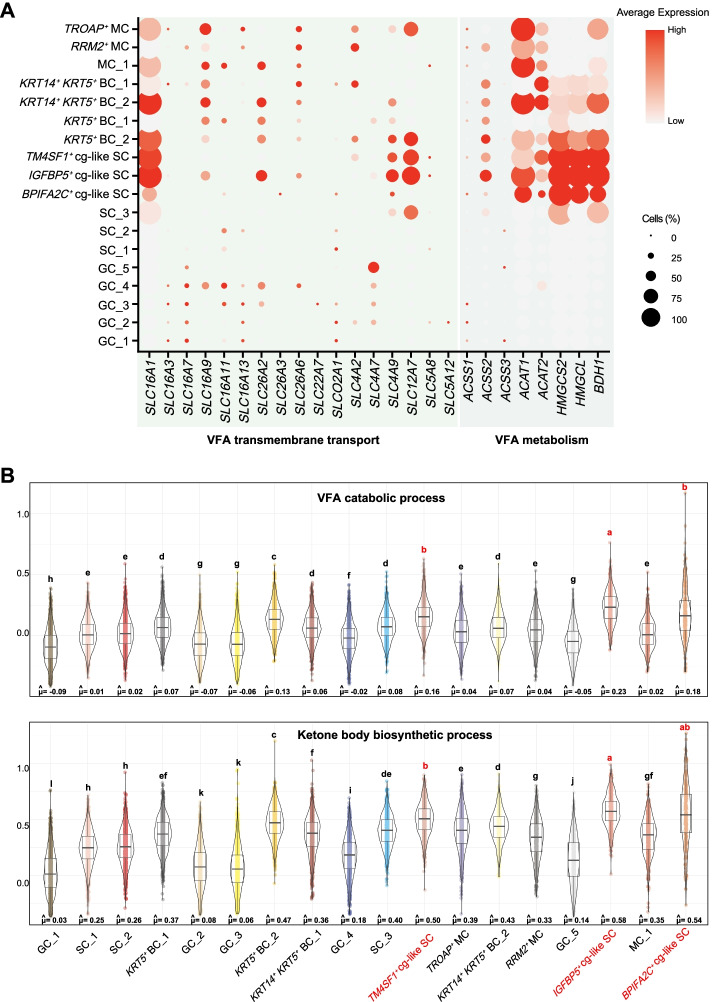
Functional heterogeneity of VFA absorption and metabolism across rumen epithelial cell subtypes. **A** Dot plot showing the expression of genes that might encode transporters of VFA absorption and metabolism for all rumen epithelial cell subtypes. The node size represents the percentage of cells within a cell type. The color transition from gray to red indicates low to high gene expression levels. **B** Gene scoring analysis of rumen cell subtypes using the VFA catabolic process and ketone body biosynthetic process gene sets. VFAs: volatile fatty acids

### VFA metabolism heterogeneity across rumen epithelial cell subtypes

VFA metabolism is another important function of VFA utilization executed by rumen epithelial cells. Next, we investigated the patterns of genes related to VFA metabolism (*ACSS1*, *ACSS2*, *ACSS3*, *ACAT1*, *ACAT2*, *HMGCS2*, *HMGCL*, and *BDH1*) in rumen epithelial cell types [39, 42]. 

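*ACSS1* (ENSBTAG00000004281) and *ACSS3* (ENSBTAG00000018694) had 24 and 5 UMIs over all cells, so that no difference between clusters was detectable at this depth. *ACSS2* (ENSBTAG00000013303) had 5156 UMIs and was found in every cluster. Its level was 38.7 ± 4.51 CPM in the *IGFBP5*+ cg-like cluster and 35.1 ± 6.59 CPM in the *KRT5*+ BC_2-like cluster (mean ± SD, n = 3 cows). The log2 fold changes were 0.91 (standard error 0.17, edgeR adjusted p = 1.1e-04) and 0.76 (standard error 0.17, edgeR adjusted p = 0.0052), and *ACSS2* passed the threshold in no other cluster. The call in the *KRT5*+ BC_2-like cluster was lost without cow 1 (edgeR adjusted p = 0.16) and without cow 3 (edgeR adjusted p = 0.12).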

*ACSS1*, *ACSS2*, and *ACSS3* were reported to activate VFA metabolism [39]; however, only *ACSS2* was detected in *KRT5*^*+*^ BC_2 and *IGFBP5*^*+*^ cg-like SC (Fig. 5A). *ACAT1* was expressed at a high percentage and at high levels in *TROAP*^+^ MC (*P*_adj = 1.79e−177), MC_1 (*P*_adj = 7.73e−126), *KRT14*^*+*^ *KRT5*^*+*^ BC_2 (*P*_adj = 2.69e−108), and *IGFBP5*^*+*^ cg-like SC (*P*_adj = 1.80e−90) (Fig. 5A and Supplementary Table S5). 

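*ACAT1* (ENSBTAG00000012885) had a log2 fold change of 1.12 in the MC_1-like cluster (standard error 0.17, edgeR adjusted p = 9.5e-06), 1.02 in the *TROAP*+ MC-like cluster (standard error 0.17, edgeR adjusted p = 1.4e-05) and 0.95 in the *IGFBP5*+ cg-like cluster (standard error 0.17, edgeR adjusted p = 7.5e-05). It was higher in all 3 cows in each. The *TM4SF1*+ cg-like, *RRM2*+ MC-like and *BPIFA2C*+ cg-like clusters also passed the threshold, with 0.63, 0.60 and 0.54, but not without cow 1 or without cow 2. At least 1 UMI of *ACAT1* was found in 98.4% ± 0.788 of the cells of the *TROAP*+ MC-like cluster, 98.3% ± 2.90 of the MC_1-like cluster and 97.9% ± 1.84 of the *IGFBP5*+ cg-like cluster (SD, n = 3 cows). No cell type here is known to lack the gene, and the lowest share was 41.3% ± 0.416, in GC-like cluster 2. The median depths were 15332.5, 9912 and 15041 UMIs per cell, against 6763 in GC-like cluster 2. With each cell thinned to 5500 UMIs, the shares were 87.7%, 89.7% and 79.8%, against 34.6%. *ACAT2* (ENSBTAG00000002827), at 10070 UMIs, passed the threshold in no cluster, and in 4 with the cow as a block.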

*HMGCS2*, *HMGCL*, and *BDH*, which are involved in the synthesis of ketone bodies [42], were highly expressed in *KRT5*^*+*^ BC_2 and the three cg-like SC subtypes (Fig. 5A and Supplementary Table S5). Collectively, these results showed that *TROAP*^+^ MC, MC_1, *KRT14*^*+*^ *KRT5*^*+*^ BC_2, *KRT5*^*+*^ BC_2, *TM4SF1*^*+*^ cg-like SC, *BPIFA2C*^*+*^ cg-like SC, and especially *IGFBP5*^*+*^ cg-like SC are the major cell subtypes response for VFA metabolism. This was further confirmed by the gene set scoring analysis, which showed that the *IGFBP5*^*+*^ cg-like SC had the largest score for both the “VFA catabolic process” (μ = 0.23) and “ketone body biosynthetic process” (μ = 0.58) (Fig. 5B).

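*BDH1* (ENSBTAG00000000448) passed the threshold in the *IGFBP5*+, *BPIFA2C*+ and *TM4SF1*+ cg-like clusters and the *KRT5*+ BC_2-like cluster, with log2 fold changes of 1.24, 1.02, 1.07 and 0.81 and standard errors between 0.19 and 0.20. The edgeR adjusted p values were 3.8e-06, 1.4e-04, 4.6e-05 and 0.012. Its level was 351 ± 61.1, 306 ± 26.7, 316 ± 61.2 and 266 ± 62.8 CPM in these clusters (mean ± SD, n = 3 cows). In the *KRT5*+ BC_2-like cluster the call was lost without cow 1 (edgeR adjusted p = 0.41) and without cow 2 (edgeR adjusted p = 0.14).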

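For VFA metabolism the paper names 16 pairs of a gene and a subtype as highly expressed. The pair of *ACAT1* with *KRT14*+ *KRT5*+ BC_2 could not be tested. Of the other 15 pairs, 13 passed the threshold when adjusted over all genes tested and 14 when adjusted over the list alone. Neither count is independent evidence, because the list was chosen on these samples. With the cow as a block all 15 passed. Leaving out a cow left between 11 and 13, with 11 without cow 2. In the clustering without correction for the cow 9 passed, and against the sum of all other cells 4 passed, both without a term for the cow. The *IGFBP5*+ cg-like cluster was the only new cluster in which *ACSS2*, *ACAT1* and *BDH1* all passed, with log2 fold changes of 0.91, 0.95 and 1.24, and each stayed past the threshold without any 1 cow. *ACSS2* and *ACAT1* did not pass there against the sum of all other cells (edgeR adjusted p = 0.062 and 0.059) or in the clustering without correction for the cow (edgeR adjusted p = 0.074 and 0.076).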

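The gene sets of Supplementary Table S9 were not used here. The scores, of a set of 8 genes for VFA metabolism and a set of 3 for ketone bodies, are the mean log-normalized expression of the set minus that of control genes of similar expression. They can therefore not be set beside the means in the text. For VFA metabolism the *IGFBP5*+ cg-like cluster had a score of 0.270 ± 0.0440 (mean ± SD, n = 3 cows), the *BPIFA2C*+ cg-like cluster 0.253 ± 0.0506, the *TM4SF1*+ cg-like cluster 0.199 ± 0.0475 and the *KRT5*+ BC_2-like cluster 0.168 ± 0.0485, and the lowest was -0.306 ± 0.0232 in GC-like cluster 2. Within each cow the *IGFBP5*+ cg-like cluster exceeded the *BPIFA2C*+ cg-like cluster, by 0.0168 on average (exact two-sided sign-flip permutation, p = 0.25, the smallest that 3 cows allow). With each cell thinned to 5500 UMIs this difference was 0.000407, in 2 of 3 cows (exact sign-flip permutation, p = 1).
For ketone bodies the *BPIFA2C*+ cg-like cluster had the highest score, 0.553 ± 0.120, followed by the *IGFBP5*+ cg-like cluster with 0.516 ± 0.0935, the *TM4SF1*+ cg-like cluster with 0.356 ± 0.122 and the *KRT5*+ BC_2-like cluster with 0.314 ± 0.122. The *IGFBP5*+ minus *BPIFA2C*+ difference was -0.0368, smaller than its SD of 0.0592 between cows, with the *IGFBP5*+ cg-like cluster higher in 1 of 3 cows (exact two-sided sign-flip permutation, p = 0.5). Without subtracting control genes it was 0.0995, with the *IGFBP5*+ cg-like cluster higher in 3 of 3 cows. With thinned cells it was -0.0903, with that cluster higher in 0 of 3 cows. Control genes for thinned cells were drawn among the set genes and genes with at least 100 UMIs. The order of these clusters thus changed where no control genes were subtracted, and the cause was not tested. Thinning left out 213 of the 283 *BPIFA2C*+ cells and 4 of the 637 *IGFBP5*+ cells. Against the *TM4SF1*+ cg-like and *KRT5*+ BC_2-like clusters, the *IGFBP5*+ cg-like cluster was higher in all 3 cows, by 0.0716 and 0.102 for VFA metabolism and by 0.160 and 0.203 for ketone bodies. From the expression of the metabolism genes and from its scores, the paper concludes that several subtypes, and above all the *IGFBP5*+ cg-like SC, carry out VFA metabolism in the rumen epithelium.

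**Figure D2:**
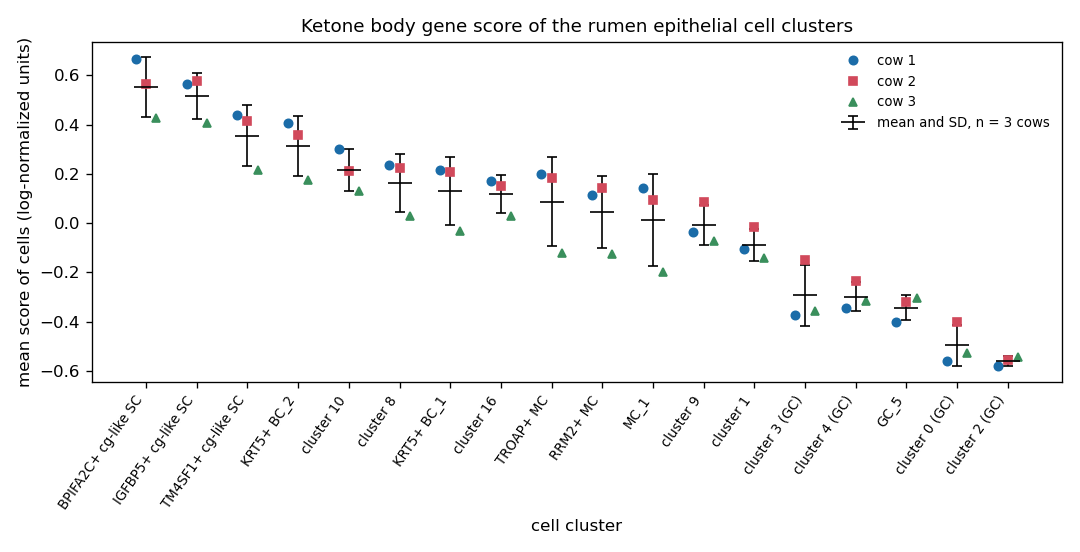
Ketone body score (vertical axis, mean log-normalized expression of 3 genes minus that of control genes) in each of the 18 cell clusters (horizontal axis), ordered by the mean. Points are the 3 cows, and the dash and bars are the mean and SD. The cows' values in the *BPIFA2C*+ and *IGFBP5*+ cg-like clusters overlap.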

### MAGs and epithelial cells involved in rumen fiber utilization

In the rumen system, fiber utilization is performed through interconnection of microbial metabolism and epithelial cell functions. To understand the carbohydrate degradation activities and metabolic potential of cow rumen microbes as well as the potential of VFA absorption and metabolism of rumen epithelial cells, we integrated our results.

Figure 6A shows the potential for the degradation of plant structural carbohydrates and VFAs by the key bacterial MAGs. Based on linkages to specific substrate classes, MAGs were assigned to at least one fiber deconstruction and fermentation pathway. Genomes that we solely detected strongly encoded proteins for the deconstruction of recalcitrant polymers (cellulose, xylan, and pectin) included MAG502 and MAG174 (cellulose); MAG304, MAG310 and MAG660 (xylan); and MAG141 and MAG454 (pectin). Notably, several genomes played important roles in encoding more than one substrate type. For example, MAG137 (a *Prevotella* sp. genome) had strongly encoded proteins for the degradation of all three types of substrates, which could be further investigated for sourcing carbohydrate-degrading enzymes from the rumen for use as animal feed additives and lignocellulose-based biofuel generation. For the utilization of intermediate metabolites (pyruvate) to produce VFAs, several genomes showed strong capabilities, with MAG403 (involved in acetate and butyrate biosynthesis) and MAG482 and MAG73 (involved in butyrate and propionate biosynthesis) functioning in more than one VFA metabolism pathway. Based on this functional scheme, we obtained a better understanding of which microbial group encoded these vital functions essential for carbohydrate utilization and metabolism in the rumen. Additionally, this model provides us with a fundamental framework for understanding gene functions in these microbial genomes and for designing future strategies for manipulating rumen microbes for improving VFA production and other traits. Because these metagenomic binning-based functions are potential rather than real functions, future studies investigating the causations behind the potential functions of MAGs (e.g., culture-based investigations) are required.

**Fig. 6:**
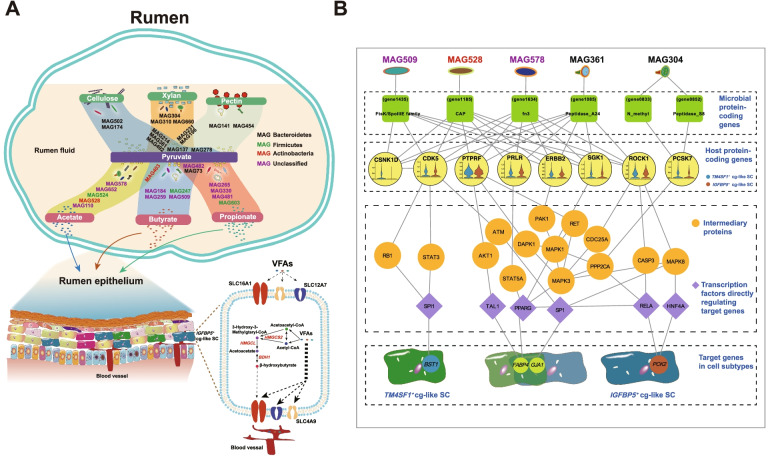
Proposed model showing the metabolic potentials of bacterial genomes and their interactions with rumen epithelial cells. **A** Different colors of MAGs represent microbes belonging to different phyla. The schematic on the lower left represents the composition of the cells in the rumen epithelium, and the uptake and metabolism of VFAs in *IGFBP5*^+^ cg-like SC is shown on the lower right. **B** Network obtained by retaining only signaling pathways with transcriptional regulatory interactions between the intermediary protein and the target genes

On the other hand, efficient mechanisms for the transport of VFAs were crucial for the efficiency of animal production. Over 90% of VFAs are present as VFA anions that are absorbed by epithelial cells from the lumen to blood in different manners, especially through protein-mediated transport mechanisms [43]. Unlike *SLC16A1* and *SLC4A9*, *SLC12A7*, which is responsible for chloride transport [44], was also highly expressed in the *IGFBP5*^*+*^ cg-like SC (Fig. 5A and Supplementary Table S5, *P*_adj = 3.00e−72). 

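*SLC12A7* (ENSBTAG00000006775) had 104 ± 23.8 CPM in the *IGFBP5*+ cg-like cluster (mean ± SD, n = 3 cows), a log2 fold change of 1.12 (standard error 0.27, edgeR adjusted p = 0.0027) with a higher level in all 3 cows. It passed the threshold in no other cluster. The call was lost without cow 1 (edgeR adjusted p = 0.080), without cow 2 (edgeR adjusted p = 0.053) and against the sum of all other cells (edgeR adjusted p = 0.078), with log2 fold changes of 1.15, 1.16 and 1.09. It was also lost in the clustering without correction for the cow.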

Previous studies found that the uptake of VFAs, especially propionate, was negatively correlated with the disappearance of chloride; thus, the involvement of outwardly rectified Cl^−^ channels was also proposed [38, 43]. Intracellular breakdown of VFAs, especially butyrate, in the *IGFBP5*^*+*^ cg-like SC could maintain the concentration gradient for VFAs across the rumen epithelium to ensure luminal uptake [45]. Taken together, these results suggest that this epithelial cell type may play an important role in the uptake of VFAs.

### Inferring functional effects of microbiome-host interactions

In addition to the metabolite-mediated interactions between microbes and host cells, protein-protein interactions are one of the most relevant types of molecular interplay that can modulate the expression of genes of host cells [46, 47]. However, there is a dearth of information on protein-protein interactions between the microbiome and ruminal epithelial cells in publicly available databases because experimental techniques for testing interspecies protein–protein interactions are time-consuming and costly. Here, we used MicrobioLink [48] to identify potential cross-talk between microbial and bovine proteins and how these interactions modulate the expression of key genes in rumen epithelial cell subtypes. First, 223 secreted microbial proteins (Supplementary Table S6) were obtained from the 30 key MAG sequences mentioned above. The proteins located in the cellular membrane and extracellular matrix were identified using UniProt [49], resulting in a total of 8169 proteins (Supplementary Table S7). A total of 2949 interactions (Supplementary Table S8) involving 9 microbial proteins and 750 host receptor proteins were predicted using the “domain-domain interaction prediction” function implemented in MicrobioLink. As host potential target genes were affected by the microbiome-host interactions, we focused on the top 5 genes involved in fatty acid metabolism that were significantly highly expressed in the *IGFBP5*^*+*^ cg-like SC and *TM4SF1*^*+*^ cg-like SC (*GJA1*, *GSTA1*, *FABP4*, *FABP5*, and *ACSF2*; avg_logFC = 1.84 and 1.35; 1.58 and 2.87; 1.25 and 1.42; 1.17 and 1.73; and 0.76 and 0.64, respectively; all *P*_adj <0.05) and the top 5 genes that were uniquely highly expressed in these two cell subtypes (*CCDC80*, *AK1*, *CA12*, *PCK2*, and *FPGS* in the *IGFBP5*^*+*^ cg-like SC; and *AGPAT2*, *ZNF750*, *CD82*, *BST1*, and *ATP6V1B1* in the *TM4SF1*^*+*^ cg-like SC) compared to other cell subtypes. 

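The avg_logFC form of the difference, the log of the mean normalized expression in the cells of a cluster over that in all other cells, was computed on the log2 scale, the scale on which the entries of Supplementary Table S5 were found to be. In the *IGFBP5*+ and *TM4SF1*+ cg-like clusters it was 1.88 and 1.15 for *GJA1*, 1.60 and 2.64 for *GSTA1*, 1.28 and 1.22 for *FABP4*, 1.17 and 1.63 for *FABP5* (ENSBTAG00000047330), and 0.75 and 0.58 for *ACSF2* (ENSBTAG00000021301). The widest SD between cows was 0.502, for *FABP4* in the *IGFBP5*+ cg-like cluster. In the test on sums, *FABP5* had log2 fold changes of 1.49 and 1.82 and *ACSF2* of 1.09 and 0.78. *ACSF2* lost the call in the *TM4SF1*+ cg-like cluster without cow 2 (edgeR adjusted p = 0.076).
All 5 genes named as unique to the *IGFBP5*+ cg-like SC passed the threshold in that cluster. *CCDC80* (ENSBTAG00000010793), *AK1* (ENSBTAG00000006305) and *CA12* (ENSBTAG00000019390) passed in no other cluster, with log2 fold changes of 1.24 (edgeR adjusted p = 0.028), 0.95 (edgeR adjusted p = 1.1e-04) and 1.40 (edgeR adjusted p = 0.0039). *CCDC80* lost the call without cow 3 (edgeR adjusted p = 0.25) and *CA12* without cow 2 (edgeR adjusted p = 0.13). *CCDC80* also lost it with DESeq2 (DESeq2 adjusted p = 0.059), with a mitochondrial share under 20% and at resolution 1.0. *CCDC80*, *AK1* and *CA12* all lost it against the sum of all other cells. *AK1* lost it in the clustering without correction for the cow as well. *PCK2* (ENSBTAG00000011934) was highest there, with 2.29, and passed in 5 clusters, and *FPGS* (ENSBTAG00000008994), with 1.39, passed in 2. All 5 genes named as unique to the *TM4SF1*+ cg-like SC passed in the *TM4SF1*+ cg-like cluster and in other clusters as well. Their log2 fold changes there were 0.73 for *AGPAT2* (ENSBTAG00000025161), 3.86 for *ZNF750* (ENSBTAG00000015406), 0.66 for *CD82* (ENSBTAG00000031252), 2.93 for *BST1* (ENSBTAG00000006156) and 3.35 for *ATP6V1B1* (ENSBTAG00000010620). In the *BPIFA2C*+ cg-like cluster *AGPAT2* had 1.01 and *ATP6V1B1* had 3.95. *CD82* lost the call in the *TM4SF1*+ cg-like cluster without cow 3 (edgeR adjusted p = 0.066).
Of these 20 pairs of a gene and a subtype, 20 passed the threshold when adjusted over all genes tested and 20 when adjusted over the list alone. Neither count is independent evidence, because the list was chosen on these samples. Against the sum of all other cells, with no term for the cow, 11 passed, and without a cow between 18 and 20. With the cow as a block all 20 passed. All but *AK1*, *AGPAT2* and *CD82* were variable genes that had shaped the clusters.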

Subsequently, the potential signaling networks mediating signal transduction from the host receptors to the target genes were constructed. To retain specificity, the signaling pathways initiated from host proteins that were not detected in either *IGFBP5*^*+*^ cg-like SC or *TM4SF1*^*+*^ cg-like SC were excluded. Finally, we obtained a network with 4 of the 15 target genes that could be potentially modulated by the microbiome (Fig. 6B). We observed a signaling pathways specific to regulating the expression of *BST1* in *TM4SF1*^*+*^ cg-like SC that included CSNK1D, CDK5, STAT3, RB1, and SPIL. 

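*BST1* had 46.1 ± 3.53 CPM in the *TM4SF1*+ cg-like cluster, 35.0 ± 14.5 in the *BPIFA2C*+ cg-like cluster and 7.57 ± 1.37 in the *IGFBP5*+ cg-like cluster (mean ± SD, n = 3 cows). In the *IGFBP5*+ cg-like cluster its log2 fold change was 0.16 (standard error 0.31, edgeR adjusted p = 0.86). *CDK5* (ENSBTAG00000007766), *STAT3* (ENSBTAG00000021523) and *RB1* (ENSBTAG00000006640) passed the threshold in no cluster, though *RB1* passed in 2 with the cow as a block. In the *TM4SF1*+ cg-like cluster their log2 fold changes were 0.10, -0.25 and 0.30, with standard errors of 0.24, 0.24 and 0.24. No gene is named SPIL in the files. *SPI1* (ENSBTAG00000021709), the closest name, had 54 UMIs over all cells and was not tested.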

The pathway was modulated by the microbial protein labeled gene1435 and uniquely found in MAG509. 

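*CSNK1D* (ENSBTAG00000019986) had 20.8 ± 4.05 CPM in the *TM4SF1*+ cg-like cluster, from 382 UMIs, and 19.1 ± 0.569 CPM in the *IGFBP5*+ cg-like cluster, from 175 UMIs (mean ± SD, n = 3 cows). The log2 fold changes against the mean of the other clusters were -0.058 (standard error 0.20, edgeR adjusted p = 0.94) and -0.18 (standard error 0.21, edgeR adjusted p = 0.69). At least 1 UMI was found in 29.5% ± 8.57 of the cells of the *TM4SF1*+ cg-like cluster and 24.4% ± 5.36 of those of the *IGFBP5*+ cg-like cluster, at median depths of 14951 and 15041 UMIs per cell. No cell type here is known to lack the gene, and the lowest share was 5.20% ± 1.73, in the *BPIFA2C*+ cg-like cluster with a median of 3073 UMIs. With each cell thinned to 5500 UMIs the shares were 11.6%, 7.79% and 9.74%. *CSNK1D* passed the threshold in no cluster, and the direct difference between the *TM4SF1*+ and *IGFBP5*+ cg-like clusters was not tested.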

Expression of the gene encoding CSNK1D was detected in the *TM4SF1*^*+*^ cg-like SC but not in the *IGFBP5*^*+*^ cg-like SC (Fig. 6B). MAG361, MAG528, MAG578, MAG509, and MAG304 were involved in modulating the expression of *GJA1* and *FABP4* in the *TM4SF1*^*+*^ cg-like SC and *IGFBP5*^*+*^ cg-like SC in the signaling networks (Fig. 6B). The potential protein-protein interactions between the microbes and ruminal epithelial cells identified in our study were based on MAGs and RNA sequencing data (epithelial cells). Future studies are required to examine the expression of the proteins of microbes and host cells to further validate such cross-talk between microbial and bovine proteins, and explain how these interactions modulate the expression of key genes in rumen epithelial cell subtypes. Since protein-protein interactions are one of the most relevant types of molecular interplay that can modulate the expression of genes of host cells [46, 47], our integrated analysis helps to infer indirect effects of microbial proteins on host cells by a signaling network in addition to the metabolite-mediated interactions between microbes and rumen epithelial cells. All the data in the present study are publicly available (for details, see “Availability of data and materials” section) to provide a comparative framework for future studies using the model of ruminant animals.

## Conclusions

The recovery of rumen microbial genomes from Holstein dairy cows provides novel insights into microbial genomes that lack cultivated representatives at the genus or family levels. This knowledge provides a foundation for modeling and developing an understanding of fiber deconstruction by rumen microbes for sourcing carbohydrate-degrading enzymes from the rumen. Furthermore, our rumen epithelial single-cell analysis revealed cell type heterogeneities in VFA absorption and metabolism in which *IGFBP5*^*+*^ cg-like SCs were specifically involved in these functions. Our data provide fundamental knowledge of lactating dairy cows, which enables future interventions for selecting and manipulating the metabolism of microbes and the absorption of VFAs for better performance and health of ruminant animals. Nevertheless, functional assays targeting new findings should be considered in the future.

## Methods

### Sampling and metagenomic sequencing

All experimental procedures of the current study were approved by the Animal Care Committee of Zhejiang University (approval number ZJU20170422) and were performed under the university’s guidelines for animal research.

A total of 52 Holstein dairy cows (parity = 2.62 ± 0.91, days in milk = 167.50 ± 29.98) were selected from commercial dairy farms in the same area in Hangzhou, China. All the animals were fed a corn-based high-grain diet, with a forage-to-concentrate ratio of 45:55, which represents the most common feeding strategy in this area. As previously described, rumen content samples of each animal were collected using oral stomach tubes following a previous protocol [50] before morning feeding [51, 52]. Total microbial DNA was extracted from rumen contents following the protocol of the repeated bead-beating plus column method [53]. Metagenomic libraries were constructed using TrueSeq DNA PCR-Free Library Prep Kits (Illumina, San Diego, USA) and sequenced on an Illumina HiSeq 3000 platform (150 bp paired-end) by Majorbio Biopharm Technology Co., Ltd. In total, 49 samples were sequenced.

### Assembly and functional annotation from rumen metagenomes

Metagenomic data processing and assembly were performed as previously described [9]. In brief, after quality filtering using Fastp (v0.20.0, http://opengene.org/fastp/), each sample was de novo assembled separately using MEGAHIT (v1.2.9, https://github.com/voutcn/megahit) with a minimum contig size of 500 bp [54]. Open reading frames were predicted from these assembled contigs using MetaGeneMark (v3.25, http://exon.gatech.edu/meta_gmhmmp.cgi) [55]. Assembled contigs were pooled to construct nonredundant sequences based on the identical contigs using CD-HIT (v4.8.1, https://github.com/weizhongli/cdhit) [56]. Original sequences were mapped to predicted genes to estimate abundances using SOAPaligner (v2.21, http://soap.genomics.org.cn/) [57]. Contigs were annotated against the CAZy database (dbCAN2 version, 31 July 2020) using USEARCH (v10, http://www.drive5.com/usearch/) [58] and against the KEGG database (Release 95, 1 July 2020) using DIAMOND (v0.9.35, https://github.com/bbuchfink/diamond), with a cutoff of e value < 1 × 10^−5^ [59].

### Metagenomic binning

Metagenomic binning was performed using MetaBAT2 (v2.12.1, http://bitbucket.org/berkeleylab/metabat) [60] on each sample individually. Contigs longer than 3 kb from these 49 metagenomes were used for binning, setting the minimum contig depth at 2 and minimum contig length at 1000. Coverage values across the 49-metagenome dataset were taken into account. The “Outliers” method of RefineM (v0.1.1, https://github.com/dparks1134/RefineM) was used for filtering MAGs by evaluating the GC content, coverage and tetranucleotide frequency of contigs in each MAG, correcting the MAGs by deleting contaminated sequences. dRep (v2.5.4, https://github.com/MrOlm/drep) was used with the option ‘dereplicate_wf -p 16-comp 70-con 10-str100-strW 0’. MAGs were assessed by completeness and contamination using CheckM (v1.1.3, https://github.com/Ecogenomics/CheckM/wiki) with lineage-specific marker genes [20]. MAGs with completeness > 70% and contamination < 10% were used for downstream analysis. The abundances of MAGs were calculated by the average coverage depth over the assembled genome and were normalized to the number of million read pairs in each sample. The ANI was calculated using FastANI (v1.32). The program Circos was used to plot gene locations, GC skew and GC content (http://www.circos.ca) [61].

### Taxonomic assignment and phylogenetic analysis of MAGs

Taxonomic assignment was performed using AMPHORA2 (https://github.com/martinwu/AMPHORA2) [62]. Briefly, MAGs were phylogenetically assigned to taxonomies based on a set of 31 protein-encoding phylogenetic marker genes (*dnaG*, *frr*, *infC*, *nusA*, *pgk*, *pyrG*, *rplA*, *rplB*, *rplC*, *rplD*, *rplE*, *rplF*, *rplK*, *rplL*, *rplM*, *rplN*, *rplP*, *rplS*, *rplT*, *rpmA*, *rpoB*, *rpsB, rpsC*, *rpsE*, *rpsI*, *rpsJ*, *rpsK*, *rpsM*, *rpsS*, *smpB*, and *tsf*) from representatives of complete bacterial genomes [63]. The prokaryotic RefSeq genome dataset was downloaded from the NCBI RefSeq collections (release 99). Genomes composed of < 200 contigs with N50 > 20 kb and completeness and contamination > 95% and < 5%, respectively, were downloaded. Homologs of each of 31 marker genes were identified from these complete prokaryotic genomes and MAGs by HMMER3 with a cutoff of e value < 1 × 10^−10^ (v3.3 http://www.hmmer.org). The corresponding protein sequences were retrieved, aligned, trimmed, and concatenated by species in MEGA alignment (V7, https://www.megasoftware.net/). A phylogenetic tree was generated using the maximum parsimony method of RAxML (v8.2.4, https://cme.h-its.org/exelixis/software.html) [64] and visualized using the iTOL webtool (v6.1.2, https://itol.embl.de/) [65]. MEGA (v10.1.8) [66] was used to construct the topological tree using the maximum likelihood program.

### CAZyme annotation, polysaccharide utilization locus prediction, and metabolic analysis of MAGs

CAZy assignments were generated by comparing queries to the full-length sequences in the CAZy database using hmmscan (v2.41.1, https://www.ebi.ac.uk/Tools/hmmer/search/hmmscan/) with a cutoff of e value < 1 × 10^-5^. PULs were predicted following the protocol of PULDB [26] and were drawn using GenomeDiagram [67]. MAGs were annotated using eggNOG-mapper-1.03 in the EggNOG database (with *e* value < 1 × 10^−10^). After assignment of key genes, MAGs were assessed for specific pathways and functions based on the canonical pathways available in the KEGG Pathway Database (www.kegg.jp). The distribution of CAZymes and KEGG pathways across MAGs was visualized using the pheatmap package in R (https://www.r-project.org).

### Rumen tissue collection, dissociation, and single-cell RNA sequencing (scRNA-seq)

For single-cell RNA sequencing studies, the use of 1 to 3 samples is well accepted and widely adopted to reveal the cell type composition within one certain tissue [68, 69]. This is because cell type compositions of the same tissue type under the same biological conditions are similar and relatively stable [70]. Therefore, results from the small number of samples can be extrapolated to the larger cohort, which has been applied in mouse and human cell atlas research [70, 71]; the authors reported that the multi-donor analysis of one tissue had limited effects on cell-type discovery [70]. Thus, we selected three Holstein dairy cows used in our previous study [72] for scRNA-seq analysis. Briefly, tissues were collected from the ventral sac region of the rumen, the digesta were washed out using Dulbecco’s phosphate-buffered saline (DPBS), and rumen tissue samples were transferred to the laboratory with tissue storage solution (Miltenyi Biotec, Bergisch Gladbach, Germany) within 1 h. To prepare single-cell suspensions, rumen tissues were firstly minced into 10 × 0.5 mm^2^ pieces and incubated with 20 mM ethylene diamine tetra-acetic acid (EDTA) for 30 min. After rinsing with DPBS and chopping into 1-mm pieces, tissue pieces were transferred to a 15-mL centrifuge tube and incubated with 0.25% trypsin-EDTA (Gibco) in a 37 °C water bath for 5 min. Next, the centrifuge tube containing tissues was inserted into ice for 2 min, and prechilled HBSS was added to stop the digestion. The supernatant was discarded after centrifugation at 300×*g* for 2 min at 4 °C. After washing twice with cold HBSS, samples were treated with multiple enzymes (1.5 mg/ml of collagenase I, collagenase IV, and dispase along with 100 U/ml hyaluronidase and 50 U/ml DNase I) for 30 min at 37 °C. The digestion was stopped by adding 10% fatal bovine serum (FBS), and then followed by a filtration step through 70-μm and 30-μm SmartStrainer (Miltenyi Biotec, Bergisch Gladbach, Germany). Dissociated cells were centrifuged at 300×*g* for 5 min at 4 °C and resuspended in 2 mL of HBSS. After washing twice with 1 × PBS containing 0.04% BSA, the samples were removed dead cells and cellular debris using the MACS Dead Cell Removal Kit (Miltenyi Biotec, Bergisch Gladbach, Germany) following the manufacturer’s recommendations. Finally, single cell suspensions were diluted to 700–1200 cells/μL with 1 × PBS containing 0.04% BSA and loaded onto a 10× chip B and processed with the 10× Chromium controller. The library construction was performed using the Chromium Single Cell 3' Reagent Kits v3 (10× Genomics) according to the manufacturer’s instructions. Qualities of libraries were checked using the Agilent Bioanalyzer High Sensitivity chip (Agilent, Palo Alto, USA). Generated libraries were sequenced on a NovaSeq 6000 sequencing system (150 bp paired-ends).

### ScRNA-seq data processing, cell clustering, and differential gene analysis

Our previous study performed a preliminary analysis of all cells in the rumen, but many epithelial cell types were not annotated with exact identity [72]. Therefore, in this study, based on our previous raw single‐cell data, we deeply carried out the epithelial cell reclustering analysis and other secondary analysis. ScRNA-seq results were converted into fastq files using Illumina bcl2fastq software. cDNA reads were aligned to the ARS-USD1.2 (Bos_taurus ensemblV99) reference genome, and the gene expression matrix was built using Cell Ranger (v3.1.0). 

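The matrices declare as many genes as the list of genes beside them, but their values end well before the end of that list. A deposited table of the same log-normalized values, with a gene name in each line, ends with the values, and every line equals the line of that number in the matrix within 1e-06. In the longer list 0 of these lines carry the same name, so gene names were taken from the named table. Of its genes, 18326 had at least 1 UMI and 1207 had none. Ensembl identifiers were looked up in the longer list by name, and 429 names had no identifier there. Of the 163 gene names listed for the analysis, 159 were in the files. *FLG*, *CASP14* and *LUM* were not. *LORICRIN* was not there under that name, but *LOR*, another name of the same gene, was, with 1 UMI over all cells. The assembly of the reference annotation at hand, ARS-UCD2.0, differs from the one used by the authors, so no positions are given.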

The Seurat package (v3.23) was used for cell filtering, data normalization, dimensionality reduction, clustering, and gene differential expression analysis. 

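The 20728 deposited cells had between 501 and 3998 genes and between 734 and 39655 UMIs, and their highest mitochondrial share was 36.1%. Cells with a share of 20% or more numbered 1365 in cow 1, 137 in cow 2 and 546 in cow 3, or 2048 in all.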

Cells with fewer than 500 genes or more than 4000 genes, UMI counts greater than 50,000, and a mitochondrial gene ratio over 40% were excluded. 

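To look for doublets left among the cells, Scrublet was run per cow with an expected rate of 6%. It marked 7 of the 20728 cells (0.0338%). Either its automatic threshold did not work or few doublets were left, and which of these holds was not tested. A setting without the 6% of each cow's cells with the highest scores, chosen after this was seen, gave 879 higher genes in the *IGFBP5*+ cg-like cluster and 1010 in the *TM4SF1*+ cg-like cluster.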

The DoubletFinder package (v2.0.3) was used to identify doublets. The “Normalization” and “FindVariableGenes” functions of the R package Seurat were used to calculate the expression values of genes and to identify variable genes, respectively. Subsequently, principal component analysis was performed, and Harmony analysis [73] was used for batch effect correction. Cell clustering was performed using the “FindClusters” function and visualized by uniform manifold approximation and projection (UMAP). 

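Markers of other cell types of the rumen wall were rare in the cells. Over all cells, 4 fibroblast genes had 12 UMIs, 5 immune genes 776, 4 endothelial genes 589 and 4 smooth muscle genes 220, which is 1597 of 237958901 UMIs. Of the endothelial UMIs, *VWF* accounted for 563. At least 2 genes of the same list were found together in 21 cells. The epithelial keratin gene *KRT19* (ENSBTAG00000004905) had 67215 UMIs, between 1.10 per 10000 in the *BPIFA2C*+ cg-like cluster and 5.42 in the MC_1-like cluster.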

A rumen epithelial single-cell map was generated by removing other cell types in the rumen with well-defined marker genes (Supplementary Figure S3) and reclustering epithelial cells with a resolution of 1.6. Next, the Wilcoxon test implemented in the “FindAllMarkers” function was performed to determine differentially expressed genes (DEGs) or markers (|‘avg_logFC’| > 0.25 and ‘*P*_adj’ < 0.05) of each cell cluster. The DEGs are presented in Supplementary Table S5.

To further distinguish cell subtypes of MC, BC, SC, and GC differed from each other respectively, we firstly subset the MC, BC, SC, and GC separately. Next, we used the “FindAllMarkers” function implemented in Seurat R package to determine differentially expressed genes (|‘avg_logFC’| > 0.25 and ‘*P*_adj’ < 0.05) of each cell subtype in MC, BC, SC, and GC separately. The representative highly expressed genes of each cell subtype were show in the Figures S5A–D.

### Gene set scoring analysis

“Short-chain fatty acid (SCFA/VFA) catabolic process” and “ketone body biosynthetic process” gene sets were obtained from the MSigDB database, and the genes within these gene sets are listed in Supplementary Table S9. The signature score of each gene set in each cell type was computed using the AddModuleScore function in the Seurat R package. The differences in the signature scores across cell types were evaluated by a two-sided Wilcoxon rank sum test. Mean values labeled without a common letter were defined as significantly different (the order of the letters (from “a” to “l”) was sorted according to mean value from high to low, adjusted *P* value < 0.05).

### Immunofluorescence

Immunofluorescence was performed on 5-μm-thick, formalin-fixed, paraffin-embedded rumen tissue slides. In brief, antigen retrieval was performed by microwaving the slides at 98 °C in 10 mM Tris-EDTA (pH 8.0). The 3% methanol-hydrogen peroxide solution was used to block the slides at room temperature for 25 min. Next, slides were washed three times (5 min each time) using PBS (pH 7.4). The primary antibody was added to the slides for incubation at 4 °C overnight after blocking with 0.5% BSA for 30 min. Slides were incubated with polymer horseradish peroxidase (HRP)-conjugated antibody specific to rabbits after washing with PBS (pH 7.4). After rinsing, CY3-TSA or FITC-TSA was added to each slide for incubation at room temperature. Antigen retrieval was accomplished on stained slides to prepare them for staining to detect the next target protein. Slides were counterstained with DAPI. The primary antibodies used were anti-GJA1 (ER1802-88, HUABIO) and anti-KRT6A (ET1611-70, HUABIO). Mages were acquired using the Olympus BX63 microscope.

### Inferring microbiome-host interactions

We used MicrobioLink, a computational pipeline, to predict the cross-talks between the 30 key MAGs and the host cells based on the domain–domain-based protein–protein interaction. Prodigal (v2.6.3, https://github.com/hyattpd/Prodigal) was used for amino acid sequences prediction based on all the 30 key MAGs. Protein domain annotation against Pfam database (v33.1, https://anaconda.org/bioconda/pfam_scan) was performed using Pfam_scan (v1.6, https://anaconda.org/bioconda/pfam_scan), and secreting proteins were further selected and used for downstream analysis (Supplementary Table S6). The bovine proteins located in the cellular membrane and extracellular matrix were identified using UniProt [49]. The bovine proteins domain annotation was obtained using the “hmmscan” function implemented in the HMMER software (v3.3) against Pfam database (Supplementary Table S7). Then, we used the domain-domain interaction prediction (DDI) function of the MicrobioLink to predict the microbiome-host interactions based on domains contained in the proteins. The signaling networks from host receptors to the target genes were compiled using the network diffusion model inferred by TieDie implemented in MicrobioLink.

## Supplementary Information

**Additional file 1: Supplementary Table S1.** Summary of sequence data generated from rumen samples of 49 dairy cows. **Supplementary Table S2.** Summary of rumen bacterial genomes recovered from 49 dairy cows. **Supplementary Table S3.** Numbers of each CAZyme family predicted in the total metagenome. **Supplementary Table S4.** PUL profile of MAGs in *Bacteroidetes*. **Supplementary Table S5.** DEGs of each rumen epithelial cell type. **Supplementary Table S6.** List of microbial proteins derived from the 30 key MAG sequence data. **Supplementary Table S7.** Localization-filtered bovine receptor proteins. **Supplementary Table S8.** Interactions identified using domain–domain-based protein–protein predictions between microbial and bovine receptor proteins. **Supplementary Table S9.** Genes of short-chain fatty acid catabolic process and ketone body biosynthetic process gene sets.

**Additional file 2: Supplementary Figure S1.** Taxonomic composition of bacterial genomes at different taxonomic levels. **Supplementary Figure S2.** Examples of selected PULs predicted in MAGs belonging to *Bacteroidetes*. A: the most common PULs, a susC/susD pair. B, C, D and E: PULs with similar configurations involved in xylan degradation. F and G: PULs involved in pectin degradation. **Supplementary Figure S3.** Epithelial cell clusters were selected for repeat cluster analysis (second-level analysis) based on the markers *KRT14*, *KRT5*, and *KRT19* in the rumen single-cell landscape. **Supplementary Figure S4.** The similarity between the single-cell data of the 3 cows’ rumen epithelial cells. (A) The multi-donor analysis showed cells from the 3 cows were well overlapped. (B) The analysis of similarities (ANOSIM) on the single-cell data after batch effect removal of the 3 cows through a distance measure using the vegan R package (v2.5-7) showed the ANOSIM statistic R was -0.012 and the P value was 1 indicating cells from the 3 cows overlapped well. **Supplementary Figure S5.** The highly expressed genes in each cell subtype of rumen epithelial cells. (A-D) Heatmap showing the representative highly expressed genes of cell subtypes of MC (A), BC (B), GC (C), and SC (D). (E) The UMAP maps of rumen epithelial single-cell data with cells colored by expression of genes *GSTA1*, *TMEM79*, and *FABP4* for channel-gap like spinous cells (cg-like SCs). Gene expression levels are indicated in shades of red. MC: Mitotic cell; BC: Basal cell; GC: Granule cell; SC: Spinous cell.

## Data Availability

The metagenome sequences of 49 rumen samples were deposited into the NCBI Sequence Read Archive (SRA) under the accession numbers PRJNA526070 and PRJNA597489. The fasta files of all 186 MAGs were deposited into the NCBI SRA under the accession number PRJNA730102. The raw single-cell data were collected from our previous study [72]  and the processed sequencing data from this study were deposited in the Gene Expression Omnibus (GEO) database (accession number GSE175652), and other relevant data are available upon request.

## Abbreviations

BC: Basal cell
CAZyme: Carbohydrate active enzymes
CBM: Carbohydrate-binding modules
CE: Carbohydrates esterases
GC: Granule cell
GH: Glycoside hydrolases
GT: Glycosyl transferases
MAGs: Metagenome-assembled genomes
MC: Mitotic cell
PUL: Polysaccharide utilization loci
SC: Spinous cell
scRNA-seq: Single-cell RNA sequencing
VFAs: Volatile fatty acids

## References

[1] Kearney J (2010). Food consumption trends and drivers. Phil Trans Roy Soc London B..

[2] FAO. Food Outlook: biannual report on global food markets Food and Agriculture Organization of the United Nations. Accessed May. 2019.

[3] Hess M, Sczyrba A, Egan R, Kim T-W, Chokhawala H, Schroth G (2011). Metagenomic discovery of biomass-degrading genes and genomes from cow rumen. Science..

[4] Deng W, Xi D, Mao H, Wanapat M (2008). The use of molecular techniques based on ribosomal RNA and DNA for rumen microbial ecosystem studies: a review. Mol Biol Rep..

[5] Shabat SKB, Sasson G, Doronfaigenboim A, Durman T, Yaacoby S, Miller MEB, et al. Specific microbiome-dependent mechanisms underlie the energy harvest efficiency of ruminants. ISME J. 2016.10.1038/ismej.2016.62PMC514818727152936

[6] Sun HZ, Zhou M, Wang O, Chen Y, Liu JX, Guan LL (2020). Multi-omics reveals functional genomic and metabolic mechanisms of milk production and quality in dairy cows. Bioinformatics..

[7] Li F, Guan LL (2017). Metatranscriptomic profiling reveals linkages between the active rumen microbiome and feed efficiency in beef cattle. Appl Environ Microbiol..

[8] Li F, Hitch TCA, Chen Y, Creevey CJ, Guan LL (2019). Comparative metagenomic and metatranscriptomic analyses reveal the breed effect on the rumen microbiome and its associations with feed efficiency in beef cattle. Microbiome..

[9] Xue M-Y, Sun H-Z, Wu X-H, Liu J-X, Guan LL (2020). Multi-omics reveals that the rumen microbiome and its metabolome together with the host metabolome contribute to individualized dairy cow performance. Microbiome..

[10] Stewart RD, Auffret MD, Warr A, Walker AW, Roehe R, Watson M (2019). Compendium of 4,941 rumen metagenome-assembled genomes for rumen microbiome biology and enzyme discovery. Nat Biotechnol..

[11] Seshadri R, Leahy SC, Attwood GT, Teh KH, Lambie SC, Cookson AL (2018). Cultivation and sequencing of rumen microbiome members from the Hungate1000 Collection. Nat Biotechnol..

[12] Stewart RD, Auffret MD, Warr A, Wiser AH, Press MO, Langford KW (2018). Assembly of 913 microbial genomes from metagenomic sequencing of the cow rumen. Nat Commun..

[13] Steele MA, Croom J, Kahler M, AlZahal O, Hook SE, Plaizier K (2011). Bovine rumen epithelium undergoes rapid structural adaptations during grain-induced subacute ruminal acidosis. Ame J Physiol Regul Integr Comp Physiol..

[14] Yohe T, Tucker H, Parsons C, Geiger A, Akers R, Daniels K (2016). Initial evidence supporting existence of potential rumen epidermal stem and progenitor cells. J Dairy Sci..

[15] Kent-Dennis C, Penner G (2021). Effects of a proinflammatory response on metabolic function of cultured, primary ruminal epithelial cells. J Dairy Sci..

[16] Stumpff F (2018). A look at the smelly side of physiology: transport of short chain fatty acids. Pflügers Arch-Eur J Phy..

[17] Xiang R, Oddy VH, Archibald AL, Vercoe PE, Dalrymple BP (2016). Epithelial, metabolic and innate immunity transcriptomic signatures differentiating the rumen from other sheep and mammalian gastrointestinal tract tissues. PeerJ..

[18] Macosko EZ, Basu A, Satija R, Nemesh J, Shekhar K, Goldman M (2015). Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell..

[19] Tang F, Barbacioru C, Wang Y, Nordman E, Lee C, Xu N (2009). mRNA-Seq whole-transcriptome analysis of a single cell. Nat methods..

[20] Parks DH, Imelfort M, Skennerton CT, Hugenholtz P, Tyson GW (2015). CheckM: assessing the quality of microbial genomes recovered from isolates, single cells, and metagenomes. Genome Res..

[21] Creevey CJ, Kelly WJ, Henderson G, Leahy SC (2014). Determining the culturability of the rumen bacterial microbiome. Microb Biotechnol..

[22] Kim M, Morrison M, Yu Z (2011). Status of the phylogenetic diversity census of ruminal microbiomes. Fems Microbiol Ecol..

[23] Bjursell MK, Martens EC, Gordon JI (2006). Functional genomic and metabolic studies of the adaptations of a prominent adult human gut symbiont, Bacteroides thetaiotaomicron, to the suckling period. J Biol Chem..

[24] Solden LM, Naas AE, Roux S, Daly RA, Collins WB, Nicora CD (2018). Interspecies cross-feeding orchestrates carbon degradation in the rumen ecosystem. Nat Microbiol..

[25] Martens EC, Koropatkin NM, Smith TJ, Gordon JI (2009). Complex glycan catabolism by the human gut microbiota: the Bacteroidetes Sus-like paradigm. J Biol Chem..

[26] Terrapon N, Lombard V, Gilbert HJ, Henrissat B (2015). Automatic prediction of polysaccharide utilization loci in Bacteroidetes species. Bioinformatics..

[27] Bryant MP, Small N, Bouma C, Chu H (1958). Bacteroides ruminicola n. sp. and Succinimonas amylolytica; the new genus and species; species of succinic acid-producing anaerobic bacteria of the bovine rumen. J Bacteriol..

[28] Avgustin G, Wallace RJ, Flint HJ (1997). Phenotypic diversity among ruminal isolates of Prevotella ruminicola: proposal of Prevotella brevis sp. nov., Prevotella bryantii sp. nov., and Prevotella albensis sp. nov. and redefinition of Prevotella ruminicola. Int J Syst Bacteriol..

[29] Roehe R, Dewhurst RJ, Duthie CA, Rooke JA, Mckain N, Ross DW (2016). Bovine host genetic variation influences rumen microbial methane production with best selection criterion for low methane emitting and efficiently feed converting hosts based on metagenomic gene abundance. PLoS Genet..

[30] Hernandez-Sanabria E, Goonewardene LA, Wang Z, Durunna ON, Moore SS (2012). Guan, et al. Impact of feed efficiency and diet on adaptive variations in the bacterial community in the rumen fluid of cattle. Appl Environ Microbiol..

[31] Rooke JA, Wallace RJ, Duthie C-A, McKain N, de Souza SM, Hyslop JJ (2014). Hydrogen and methane emissions from beef cattle and their rumen microbial community vary with diet, time after feeding and genotype. Brit J Nutr..

[32] Zou Z, Long X, Zhao Q, Zheng Y, Song M (2020). Ma S, et al.

[33] He H, Suryawanshi H, Morozov P, Gay-Mimbrera J, Del Duca E, Kim HJ (2020). Single-cell transcriptome analysis of human skin identifies novel fibroblast subpopulation and enrichment of immune subsets in atopic dermatitis. J Allergy Clin Immunol..

[34] Robitaille H, Proulx R, Robitaille K, Blouin R, Germain L (2005). The mitogen-activated protein kinase kinase kinase dual leucine zipper-bearing kinase (DLK) acts as a key regulator of keratinocyte terminal differentiation. J Biol Chem..

[35] CHANAS SA, JIANG Q, McMAHON M, McWALTER GK, McLELLAN LI, ELCOMBE CR (2002). Loss of the Nrf2 transcription factor causes a marked reduction in constitutive and inducible expression of the glutathione S-transferase Gsta1, Gsta2, Gstm1, Gstm2, Gstm3 and Gstm4 genes in the livers of male and female mice. Biochem J..

[36] Saunders SP, Floudas A, Moran T, Byrne CM, Rooney MD, Fahy CM (2020). Dysregulated skin barrier function in Tmem79 mutant mice promotes IL-17A-dependent spontaneous skin and lung inflammation. Allergy..

[37] Shi H, Zhang C, Zhao W, Luo J, Loor J (2017). Peroxisome proliferator-activated receptor delta facilitates lipid secretion and catabolism of fatty acids in dairy goat mammary epithelial cells. J Ddairy Sci..

[38] Aschenbach JR (2009). Bilk S, Tadesse G, Stumpff F, Gäbel G. Bicarbonate-dependent and bicarbonate-independent mechanisms contribute to nondiffusive uptake of acetate in the ruminal epithelium of sheep. Am J Physiol Gastrointest Liver Physiol..

[39] Zhao K, Chen Y, Penner G, Oba M, Guan L (2017). Transcriptome analysis of ruminal epithelia revealed potential regulatory mechanisms involved in host adaptation to gradual high fermentable dietary transition in beef cattle. BMC Genomics..

[40] Malmuthuge N, Liang G (2019). Regulation of rumen development in neonatal ruminants through microbial metagenomes and host transcriptomes. Genome Biol..

[41] Muller F, Huber K, Pfannkuche H, Aschenbach JR, Breves G, Gabel G (2002). Transport of ketone bodies and lactate in the sheep ruminal epithelium by monocarboxylate transporter 1. Am J Physiol Gastrointest Liver Physiol..

[42] Pan X, Cai Y, Li Z, Chen X, Heller R, Wang N, et al. Modes of genetic adaptations underlying functional innovations in the rumen. Sci China Life Sci. 2020:1–21.10.1007/s11427-020-1828-833165812

[43] Baaske L, Gäbel G, Dengler F (2020). Ruminal epithelium: A checkpoint for cattle health. J Dairy Res..

[44] Pizzagalli MD, Bensimon A, Superti-Furga G (2021). A guide to plasma membrane solute carrier proteins. FEBS J..

[45] Gäbel G, Aschenbach J, Müller F (2002). Transfer of energy substrates across the ruminal epithelium: implications and limitations. Anim Health Res Rev..

[46] Sudhakar P, Jacomin AC, Hautefort I, Samavedam S, Fatemian K, Ari E (2019). Targeted interplay between bacterial pathogens and host autophagy. Autophagy..

[47] Wojcik J, Schächter V (2001). Protein-protein interaction map inference using interacting domain profile pairs. Bioinformatics..

[48] Andrighetti T, Bohar B, Lemke N, Sudhakar P, Korcsmaros T. MicrobioLink: An Integrated Computational Pipeline to Infer Functional Effects of Microbiome-Host Interactions. Cells. 2020;9.10.3390/cells9051278PMC729127732455748

[49] Consortium TU (2020). UniProt: the universal protein knowledgebase in 2021. Nucleic Acids Res..

[50] Shen JS, Chai Z, Song LJ, Liu JX, Wu YM (2012). Insertion depth of oral stomach tubes may affect the fermentation parameters of ruminal fluid collected in dairy cows. J Dairy Sci..

[51] Xue MY, Sun HZ, Wu XH, Guan LL, Liu JX (2018). Assessment of rumen microbiota from a large dairy cattle cohort reveals the pan and core bacteriomes contributing to varied phenotypes. Appl Environ Microbiol..

[52] Xue MY, Sun HZ, Wu XH, Guan LL, Liu JX (2019). Assessment of rumen bacteria in dairy cows with varied milk protein yield. J Dairy Sci..

[53] Yu Z, Morrison M (2004). Improved extraction of PCR-quality community DNA from digesta and fecal samples. BioTechniques..

[54] Li D, Liu C-M, Luo R, Sadakane K, Lam T-W (2015). MEGAHIT: an ultra-fast single-node solution for large and complex metagenomics assembly via succinct de Bruijn graph. Bioinformatics..

[55] Noguchi H, Park J, Takagi T (2006). MetaGene: prokaryotic gene finding from environmental genome shotgun sequences. Nucleic Acids Res..

[56] Niu B, Fu L, Wu S, Li W, Zhu Z (2012). CD-HIT: accelerated for clustering the next-generation sequencing data. Bioinformatics..

[57] Yu C, Wang J, Kristiansen K, Li R, Yiu S-M, Lam T-W (2009). SOAP2: an improved ultrafast tool for short read alignment. Bioinformatics..

[58] Edgar RC (2010). Search and clustering orders of magnitude faster than BLAST. Bioinformatics..

[59] Buchfink B, Xie C, Huson DH (2014). Fast and sensitive protein alignment using DIAMOND. Nat Methods..

[60] Kang DD, Froula J, Egan R, Wang Z (2015). MetaBAT, an efficient tool for accurately reconstructing single genomes from complex microbial communities. PeerJ..

[61] Krzywinski M, Schein J, Birol I, Connors J, Gascoyne R, Horsman D (2009). Circos: an information aesthetic for comparative genomics. Genome Res..

[62] Wu M, Scott AJ (2012). Phylogenomic analysis of bacterial and archaeal sequences with AMPHORA2. Bioinformatics..

[63] Wu M, Eisen JA. A simple, fast, and accurate method of phylogenomic inference. Genome Biol. 2008;9:R151–1.10.1186/gb-2008-9-10-r151PMC276087818851752

[64] Stamatakis A (2006). RAxML-VI-HPC: maximum likelihood-based phylogenetic analyses with thousands of taxa and mixed models. Bioinformatics..

[65] Letunic I, Bork P (2016). Interactive tree of life (iTOL) v3: an online tool for the display and annotation of phylogenetic and other trees. Nucleic Acids Res..

[66] Kumar S, Stecher G, Li M, Knyaz C, Tamura K (2018). MEGA X: molecular evolutionary genetics analysis across computing platforms. Mol Biol Evol..

[67] Pritchard L, White JA, Birch PR, Toth IK (2006). GenomeDiagram: a python package for the visualization of large-scale genomic data. Bioinformatics..

[68] Guo J, Grow EJ, Mlcochova H, Maher GJ, Lindskog C, Nie X (2018). The adult human testis transcriptional cell atlas. Cell Res..

[69] Wang Y, Song W, Wang J, Wang T, Xiong X, Qi Z, et al. Single-cell transcriptome analysis reveals differential nutrient absorption functions in human intestine. J Exp Med. 2020;217.10.1084/jem.20191130PMC704172031753849

[70] Han X, Zhou Z, Fei L, Sun H, Wang R, Chen Y (2020). Construction of a human cell landscape at single-cell level. Nature..

[71] Han X, Wang R, Zhou Y, Fei L, Sun H, Lai S (2018). Mapping the mouse cell atlas by Microwell-Seq. Cell..

[72] Wu JJ, Zhu SL, Gu FF, Valencak TG, Liu JX, Sun HZ. Cross-tissue single-cell transcriptomic landscape reveals the key cell subtypes and their potential roles in the nutrient absorption and metabolism in dairy cattle. J Adv Res. 2021. 10.1016/j.jare.2021.11.009. 10.1016/j.jare.2021.11.009PMC903975235499046

[73] Korsunsky I, Millard N, Fan J, Slowikowski K, Zhang F, Wei K (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. Nat Methods..

# Supplementary material for: Investigation of fiber utilization in the rumen of dairy cows based on metagenome-assembled genomes and single-cell RNA sequencing
**Source:** Microbiome. 2022 Jan 20;10:11. doi: 10.1186/s40168-021-01211-w
**Supplement:** Supplementary file 3 — Additional file 2: Supplementary Figure S1. Taxonomic composition of bacterial genomes at different taxonomic levels. Supplementary Figure S2. Examples of selected PULs predicted in MAGs belonging to Bacteroidetes. A: the most common PULs, a susC/susD pair. B, C, D and E: PULs with similar configurations involved in xylan degradation. F and G: PULs involved in pectin degradation. Supplementary Figure S3. Epithelial cell clusters were selected for repeat cluster analysis (second-level analysis) based on the markers KRT14, KRT5, and KRT19 in the rumen single-cell landscape. Supplementary Figure S4. The similarity between the single-cell data of the 3 cows’ rumen epithelial cells. (A) The multi-donor analysis showed cells from the 3 cows were well overlapped. (B) The analysis of similarities (ANOSIM) on the single-cell data after batch effect removal of the 3 cows through a distance measure using the vegan R package (v2.5-7) showed the ANOSIM statistic R was -0.012 and the P value was 1 indicating cells from the 3 cows overlapped well. Supplementary Figure S5. The highly expressed genes in each cell subtype of rumen epithelial cells. (A-D) Heatmap showing the representative highly expressed genes of cell subtypes of MC (A), BC (B), GC (C), and SC (D). (E) The UMAP maps of rumen epithelial single-cell data with cells colored by expression of genes GSTA1, TMEM79, and FABP4 for channel-gap like spinous cells (cg-like SCs). Gene expression levels are indicated in shades of red. MC: Mitotic cell; BC: Basal cell; GC: Granule cell; SC: Spinous cell.

**Supplementary Figure S1. Taxonomic composition of bacterial genomes at different taxonomic levels.**

**Supplementary Figure S2.** **Examples of the selected PULs predicted in MAGs belonged to *Bacteroidetes*.** A: the most common PULs, a susC/susD pair. B, C, D and E: PULs with similar configurations involved in xylan degradation. F and G: PULs involved in pectin degradation.

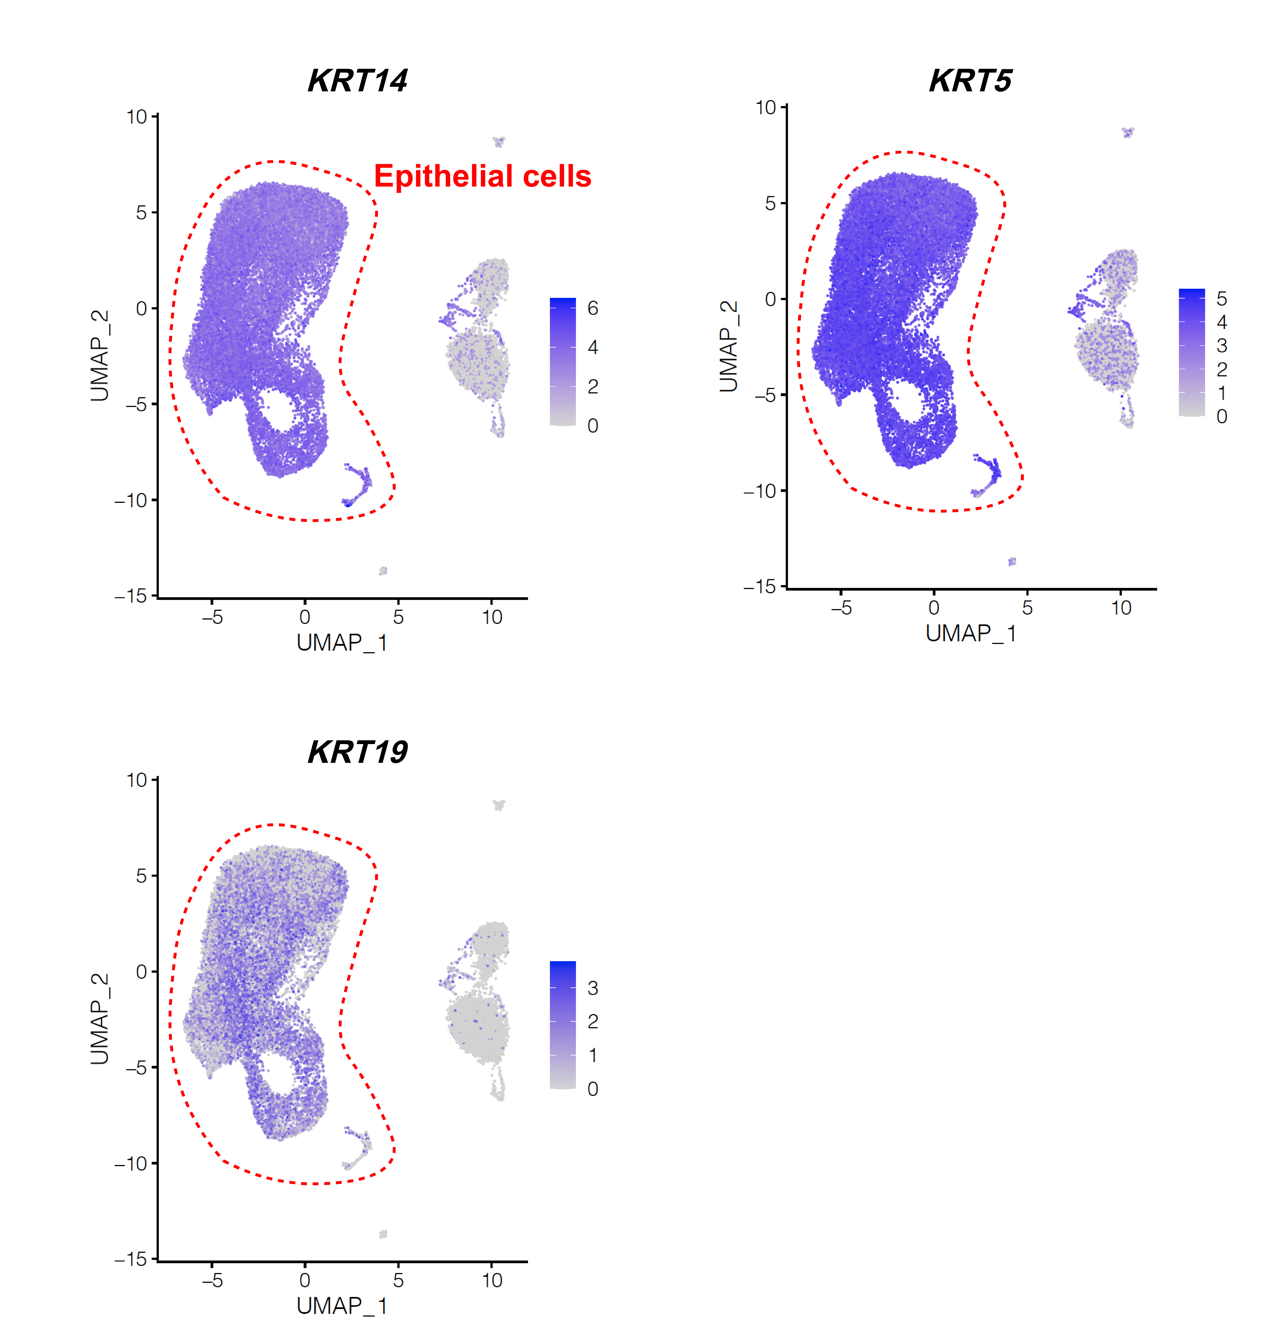

**Supplementary Figure S3. The epithelial cell clusters were selected to repeat cluster analysis (second-level analysis) based on the markers *KRT14*, *KRT5*, and *KRT19* in the rumen single-cell landscape.**

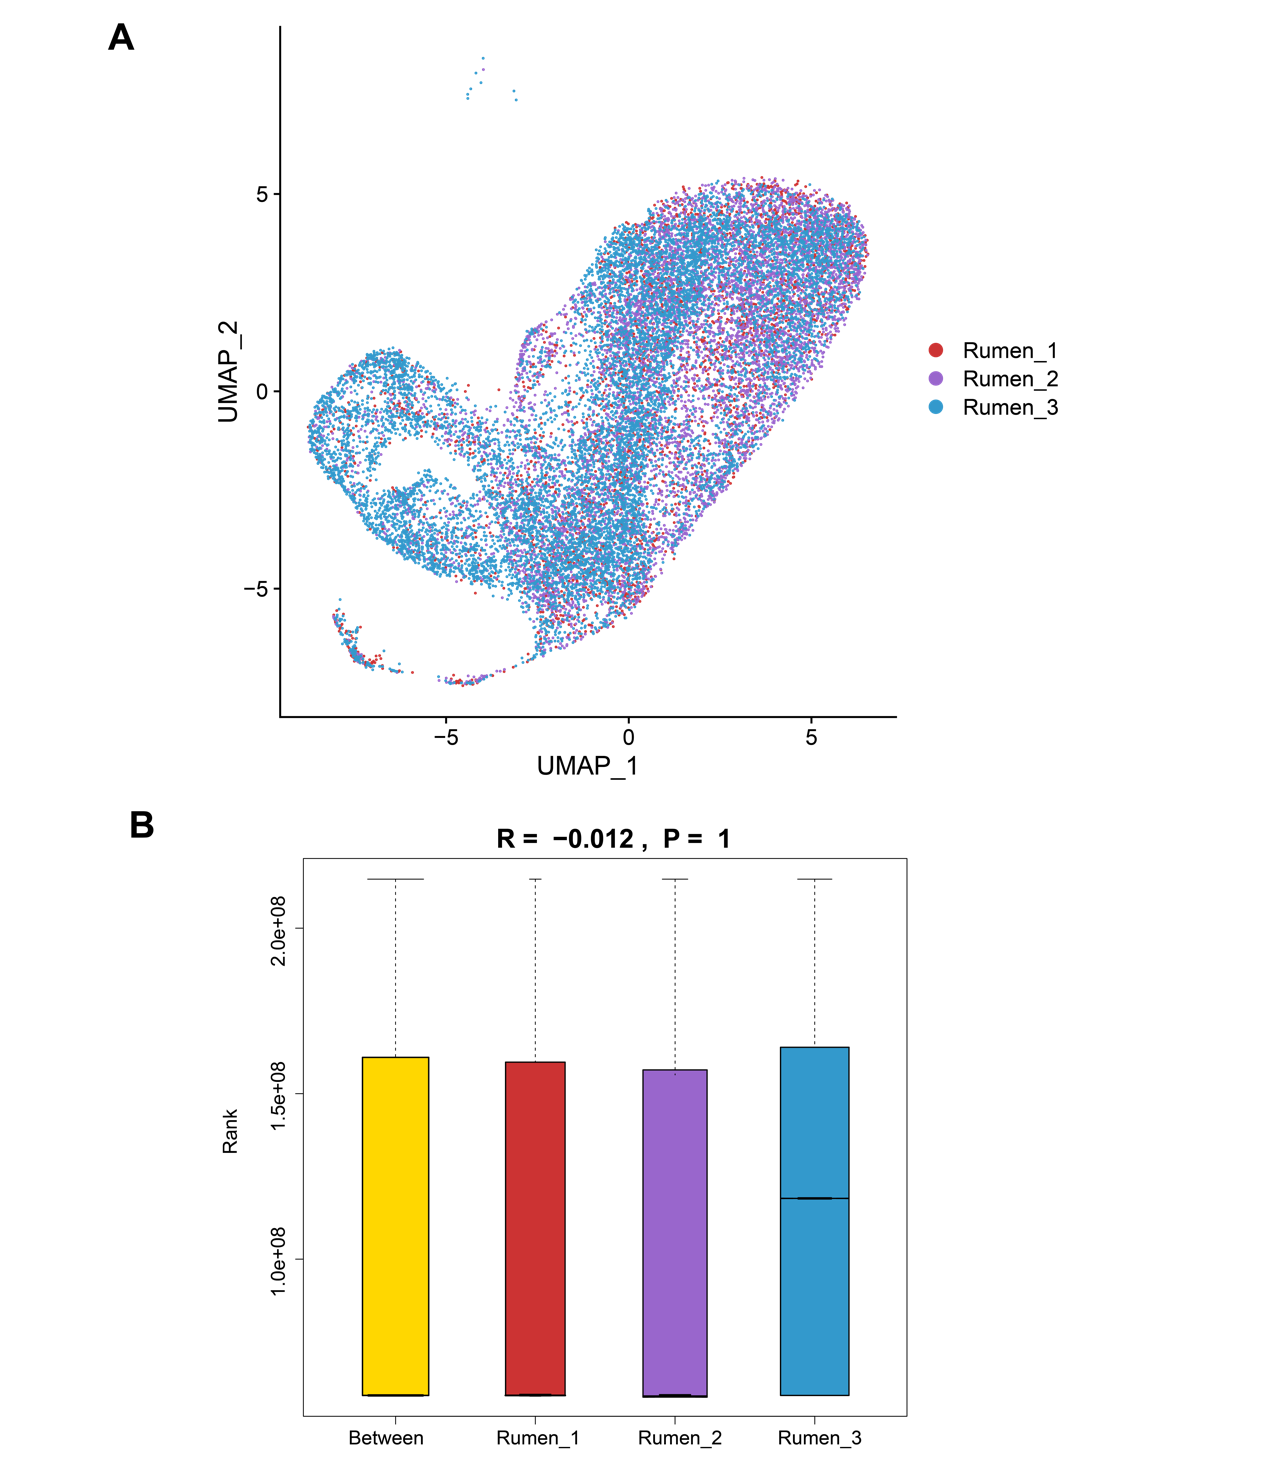

**Supplementary Figure S4. The similarity between the single-cell data of the 3 cows’ rumen epithelial cells. (A)** The multi-donor analysis showed cells from the 3 cows were well overlapped. **(B)** The analysis of similarities (ANOSIM) on the single-cell data after batch effect removal of the 3 cows through a distance measure using the vegan R package (v2.5-7) showed the ANOSIM statistic R was -0.012 and the *P* value was 1 indicating cells from the 3 cows overlapped well.

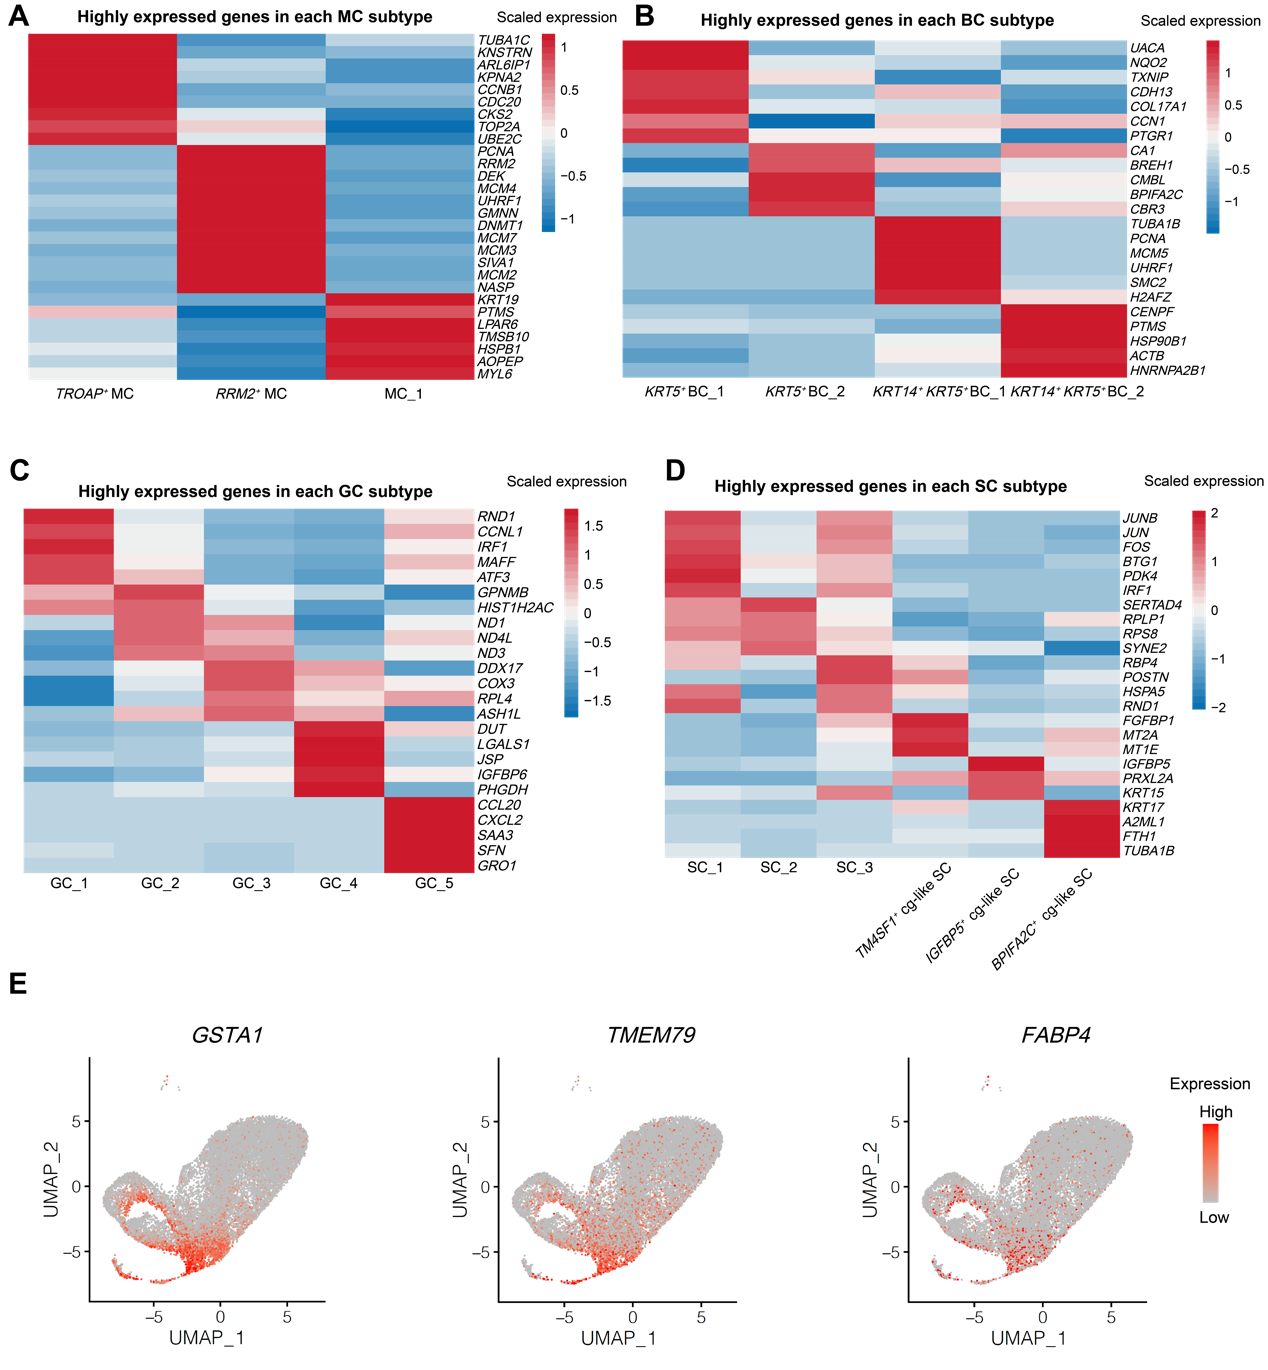

**Supplementary Figure S5. The highly expressed genes in each cell subtype of rumen epithelial cells. (A-D)** Heatmap showing the representative highly expressed genes of cell subtypes of MC (**A**), BC (**B**), GC (**C**), and SC (**D**). (**E**) The UMAP maps of rumen epithelial single-cell data with cells colored by expression of genes *GSTA1*, *TMEM79*, and *FABP4* for channel-gap like spinous cells (cg-like SCs). Gene expression levels are indicated in shades of red. MC: Mitotic cell; BC: Basal cell; GC: Granular cell; SC: Spinous cell.

How the deposited data were processed for this re-analysis (not part of the article)

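Epithelial cells of the ventral rumen sac of 3 lactating cows were measured by droplet single-cell RNA sequencing, with 1 library per cow and 1 condition. The authors made the deposited count matrix with Cell Ranger and their filters on cells. Its values are the UMI count of each gene in each cell, stored as whole numbers. The authors also deposited log-normalized values of the same cells. Their unit is the natural log of 1 plus the UMI count scaled to 10000 UMIs per cell, and the difference from this formula was under the tolerance of 1e-06 at every value. The deposited table that names genes holds the same log-normalized values in natural log units, and it gave the gene names, because the longer list of genes did not follow the order of the matrix. The suffix of each barcode gave the cow. Genomic positions were not used, because the reference annotation at hand is of another assembly than the authors' files.

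The depth was 38912809 UMIs in cow 1, 94856658 in cow 2 and 104189434 in cow 3, over 3369, 7401 and 9958 cells. The median over all cells was 10514 UMIs per cell. Cow 1 had the fewest UMIs and the highest median mitochondrial share. UMIs limit counting errors, but the precision of each mean rests on 3 cows, and intervals between cows are given as SD.

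The cells were clustered in R 4.3.3 with Seurat 5.3.0 and Matrix 1.6-5, since no deposited file gives the authors' cell types. Log-normalization, 2000 variable genes, scaling, 30 principal components, 20 neighbours and Louvain clustering at resolution 1.6 followed the paper where it states a setting. The correction for the cow was an implementation of the Harmony method with 100 soft clusters and a diversity penalty of 2, because the Harmony package was not at hand. The VFA transport and VFA metabolism genes were kept out of the variable genes, among which 10 of them would have been. Each cluster was named by markers set before the data were examined, at least 3 of which had to be above the mean of the clusters and found in at least 10% of the cells. A cg-like name went to the cluster with the highest mean z score of its markers among those with a z score of *GJA1* above 0.5. Any other class needed a mean z score of at least 0.5, and no other such class could have more markers among the 10 leading genes of the cluster. Other work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (which holds Scrublet) and matplotlib 3.10.9.

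UMI counts were summed per cow and cluster with at least 10 cells, which kept all 54 sums. edgeR 4.0.16 was run with TMM normalization, the filterByExpr filter on low counts, which kept 10473 genes, and the quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes of a contrast. The contrast was a cluster against the mean of the fitted log levels of the other 17, which is not the log of their mean level. A gene passed the threshold at an adjusted p under 0.05 and a log2 fold change above 0.36, a value set before the data were examined by reading the paper's 0.25 as a natural log. The entries of Supplementary Table S5 were later found to be on the log2 scale, with a smallest value of 0.250, so a log2 fold change above 0.25 was added as an alternative. The common biological coefficient of variation was 0.278. Scores of gene sets were compared by the exact sign-flip permutation of 3 paired differences, for which the smallest two-sided p is 0.25. The analysis of similarities used vegan 2.7-1 on 1000 cells per cow.

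Whether the cow should enter the model was checked on the sums. After the mean of each cluster was taken out, sums of the same cow had mean correlations of 0.501 in cow 1, 0.511 in cow 2 and 0.554 in cow 3, and sums of different cows of -0.273. The cow as a block was an alternative set before the data were examined, since the paper's test has no term for the cow. No other setting had such a term. This includes the test against the sum of all other cells, although the sums compared there are paired within each cow.

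The genes named singly were chosen by a rule set before the data were examined. They are every gene that the paper's text names for the single cells, and the 5 genes with the largest log2 fold change past the threshold and higher in each of the 3 cows for the *IGFBP5*+ and for the *TM4SF1*+ cg-like clusters. Some of them are not reported here, though counts and scores over a list still hold them. Values of the paper's tables had been seen when the rule was written. Lists of genes were given as sums. They were the lists of VFA transport, VFA metabolism, ketone bodies and target genes, of immediate-early and stress genes, of terminal keratinocyte differentiation, of S phase and of G2/M, of fibroblast, immune, endothelial and smooth muscle markers, and *MAP3K12* alone.

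The alternatives set before the data were examined were DESeq2 1.42.0 in place of edgeR, no filter on low counts, each cow left out in turn, the cow as a block, at least 30 cells per sum, each cluster against the sum of all other cells of each cow (6 sums), only cells with a mitochondrial share under 20%, cells without Scrublet doublets, clustering at resolution 1.0, clustering without the correction for the cow, and clustering with the VFA genes among the variable genes. For scores they were no control genes and cells thinned to 5500 UMIs, and for the analysis of similarities 10 and 50 principal components, Bray-Curtis distances and 5 other samples of cells. A log2 fold change above 0.25 as threshold, and leaving out the 6% of each cow's cells with the highest Scrublet scores, were chosen after the data were seen. Shares of cells with a UMI were compared after each cell was thinned to 5500 UMIs, close to the 10th percentile of 5514, which kept 18673 cells and left out 2055 shallower ones.

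The test was tried on simulated data with 200 changed genes. Each sum was drawn independently around the pooled profile of all sums. The simulation held no difference between cows and no other difference between clusters, so its rates need not hold for the real sums. In the *IGFBP5*+ cg-like contrast it recovered 22.4% of genes changed 1.5-fold, 67.2% of those changed 2-fold and 95.5% of those changed 4-fold. It called 9 unchanged genes, with 10003 genes in the simulation. In the *TM4SF1*+ cg-like contrast it recovered 17.9%, 64.2% and 98.5%, and called 6 unchanged genes, with 10034 genes in the simulation. The authors' bulk measurements of the microbiome are outside the deposited single-cell files and were not analysed here, and the gene sets of Supplementary Table S9 were not used here.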

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

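All tests in this part were chosen after the result was seen. The paper's text reports on terminal keratinocyte differentiation through *DLK2* and names none of the genes listed here for it, nor does the copy of Supplementary Table S5 used here, which covers clusters 0 to 10 of the study. A signal from this list was found in these data, above the 3 UMIs that a count of 0 allows. The list holds 15 names, of which 12 were in the files, and *LOR* and *LORICRIN* are 2 names of 1 gene. Their sum was 5.07 ± 3.31 UMIs per 10000 in the *BPIFA2C*+ cg-like cluster (mean ± SD, n = 3 cows), from 816 UMIs. The next level was 0.215 in the *TM4SF1*+ cg-like cluster. In the GC-like clusters, which the paper takes as granule cells by *DLK2*, the level was 0.0126 in GC-like cluster 0, 0.0297 in GC-like cluster 2, 0.0138 in GC-like cluster 3, 0.0110 in GC-like cluster 4 and 0.0252 in the GC_5-like cluster. Of the 2095 UMIs of the list over all cells, *TGM3* gave 954.

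Fewer UMIs per cell in the GC-like clusters would not give this order, since their lowest median was 6763 UMIs, above the 3073 of the *BPIFA2C*+ cg-like cluster. Free RNA spreads over all clusters at a like level, whereas the list in the *BPIFA2C*+ cg-like cluster was 23.6 times that in any other cluster. It was also not the work of 1 cow, since the list was highest in that cluster in 3 of 3 cows, with 3.75, 2.62 and 8.83 UMIs per 10000 in cows 1, 2 and 3. What stays open is how many genes of the list can be seen at all, since 7 of the 12 had more than 30 UMIs over all cells and the others may be low in this tissue or poorly annotated. The data hold 1 condition, so no biological explanation was tested. How far the GC-like clusters stand for granule cells may depend on markers outside those of the paper, and this was seen and tested on the same data.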

How the results depend on the processing

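Of the alternatives here, a log2 fold change above 0.25 as threshold and leaving out the 6% of cells with the highest Scrublet scores were chosen after the data were seen. All others were set before the data were examined. Where a value changed, the cause was not tested unless it is named.

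The number of genes higher in the *IGFBP5*+ cg-like cluster was 886, and in the *TM4SF1*+ cg-like cluster 1008. Both stayed within 1.5 times these counts with DESeq2, without a filter on low counts, at the lower fold threshold and with a mitochondrial share under 20%. Both also did so without the doublets and high scores of Scrublet, and with the VFA genes kept among the variable genes. Asking for at least 30 cells per sum left all 54 sums in place, so that setting repeated the main fit. With a cow left out, the *IGFBP5*+ count was between 521 and 785 and the *TM4SF1*+ count between 588 and 894. It was 521 and 588 without cow 2 and 521 and 595 without cow 3, where fewer sums remain. With the cow as a block the counts were 1545 and 1748, and 885 of the 886 and 1006 of the 1008 genes were among them. Against the sum of all other cells the counts were 165 and 243, of which 161 and 238 were among the genes above. That comparison had 6 sums in place of 54 and no term for the cow. At resolution 1.0 the *IGFBP5*+ count was 560, where 635 of the 637 *IGFBP5*+ cg-like and 763 of the 1462 *KRT5*+ BC_2-like cells fell in 1 cluster of 1480 cells. Without the correction for the cow the counts were 352 and 609, of which 201 and 467 were among the genes above. There the clusters named so held 679 and 929 cells and shared only 143 of the 637 and 473 of the 1256 cells, so calls lost in that setting are largely those of other cells. Of all genes past the threshold in the *IGFBP5*+ cg-like cluster, 67.1% were higher, and 61.6% with DESeq2, 43.1% against the sum of all other cells and 88.4% without the correction for the cow.

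Of the pairs of a gene and a subtype that the paper names, the transporter count was 6 of 6 and became 3 against the sum of all other cells and 3 without the correction for the cow. Leaving out a cow left between 4 and 6, with 4 without cow 1 and 4 without cow 2. The metabolism count was 13 of 15 and became 4 against the sum of all other cells, and with a cow left out it stayed between 11 and 13, with 11 without cow 2 and 12 without cow 3. The count for target genes was 20 of 20 and became 11 against the sum of all other cells, and with a cow left out it stayed between 18 and 20, with 18 without cow 2 and 18 without cow 3.

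For the genes named singly, 1228 comparisons over 82 pairs of a gene and a cluster were made. In 1091 the direction and the side of the threshold held, in 122 the same direction no longer passed, in 7 it passed where it had not, and in 8 the direction reversed, without a pass before or after. *CSNK1D* in the *IGFBP5*+ cg-like cluster went from -0.18 to 0.27 without the correction for the cow. Its value in the *TM4SF1*+ cg-like cluster went from -0.058 to 0.0238 with a mitochondrial share under 20%, 0.0371 at resolution 1.0 and 0.0903 with the VFA genes kept. *BST1* in the *IGFBP5*+ cg-like cluster went from 0.16 to -0.00575 without cow 1 (0.40 without cow 3), -0.71 against the sum of all other cells, -0.0325 with a mitochondrial share under 20% and -0.11 at resolution 1.0. Of the 7, 3 came with the cow as a block (among them *TM4SF1* in the *TM4SF1*+ cg-like cluster), 2 without the correction for the cow (among them *BST1* in the *IGFBP5*+ cg-like cluster), 1 with the VFA genes kept and 1 without cow 1. Of the 122, 45 came against the sum of all other cells, 26 without the correction for the cow, 16 without cow 1, 16 without cow 2 and 7 without cow 3, 5 with the VFA genes kept, 3 at resolution 1.0 and 2 with a mitochondrial share under 20%, with 1 under DESeq2 and 1 without a filter. The low-count filter and the Scrublet settings changed at most 1 of these calls each, though leaving out the Scrublet doublets removed only 7 cells. The setting of at least 30 cells per sum could change none, since the smallest sum had 51 cells. Its 82 comparisons are among those that held and are no evidence of stability.

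The ANOSIM R after correction was 0.0140 and was 0.00828 in 1 of the 5 other samples of cells, a change above the spread of 0.00312 between samples. Before correction it moved by more than the spread under 6 settings, furthest to 0.220 on Bray-Curtis distances. Of the shares of each cow's cells over the 18 clusters, 3 moved by more than the spread between cows when cells with a mitochondrial share of 20% or more were left out. GC-like cluster 4 went from 7.24% to 6.32%, the *KRT5*+ BC_2-like cluster from 7.09% to 5.60% and the *IGFBP5*+ cg-like cluster from 3.26% to 1.97%.

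The VFA metabolism score of the *IGFBP5*+ cg-like cluster exceeded that of the *BPIFA2C*+ cg-like cluster by 0.0168 (SD 0.00674), by 0.0806 without control genes and by 0.000407 with thinned cells. The ketone body score of the former was lower, by a difference of -0.0368 (SD 0.0592), and without control genes it was higher, with a difference of 0.0995. With thinned cells the difference was -0.0903. The cause was not tested, and thinning left out 213 of the 283 cells of the *BPIFA2C*+ cg-like cluster.

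Depth limited the shares of cells with a UMI, of which 56 of 75 moved by more than the spread between cows after thinning. It also limited the genes that had few UMIs in all, such as *SLC16A3* with 14, *ACSS1* with 24, *SLC5A8* with 22 and *SPI1* with 54, for which no test was made. On simulated data, 22.4% of genes changed 1.5-fold were found in the *IGFBP5*+ cg-like contrast, so most genes changed by that much were missed there. The simulation held no difference between cows, so this rate need not hold for the real sums. The other settings were not simulated.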

Differences from the paper's values

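The tests behind this part were set before the data were examined, apart from the clusters matched by Supplementary Table S5 and the log2 scale of avg_logFC, which were picked after the values were seen. The paper gives an ANOSIM R of -0.012 for the 3 cows. The paper's test took cells as replicates. The value here was 0.0140 after the correction for the cow. None of the alternatives set before the data were examined reached the paper's value, neither 10 and 50 principal components and 5 other samples of cells after the correction, nor Bray-Curtis distances without it.

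For the 5 target genes shared by the *IGFBP5*+ and *TM4SF1*+ cg-like clusters, avg_logFC on the log2 scale did not differ from the paper by more than the spread between cows in any of the 10 values. In these clusters it was 1.88 and 1.15 against the paper's 1.84 and 1.35 for *GJA1*, 1.60 and 2.64 against the paper's 1.58 and 2.87 for *GSTA1*, 1.28 and 1.22 against the paper's 1.25 and 1.42 for *FABP4*, 1.17 and 1.63 against the paper's 1.17 and 1.73 for *FABP5* and 0.75 and 0.58 against the paper's 0.76 and 0.64 for *ACSF2*. Without Scrublet doublets, without cow 1 and with the VFA genes kept, 0 of the 10 differed. By more than the spread, 2 differed with a mitochondrial share under 20% (*GJA1* at 1.41 and 0.957), 3 without cow 2, 3 without cow 3, 5 without the correction for the cow and 6 at resolution 1.0, among them *GJA1* at 1.16 and 0.914. The paper's methods name no log base. In the natural-log form the values here would be 1.30 and 0.794 for *GJA1*.

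The paper's test took cells as replicates, and the test here took sums per cow, so that a call missing here is no proof of a missing difference. This limit holds for each gene below. Of the pairs of a gene and a subtype that the paper names and that could be tested, 6 of 6 passed for transporters, 13 of 15 for VFA metabolism and 20 of 20 for target genes. The paper chose these pairs on the same samples, so the counts are not independent evidence.

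The paper puts the *IGFBP5*+ cg-like SC first in both scores. Here it was first for VFA metabolism, with 0.270, but for ketone bodies the *BPIFA2C*+ cg-like cluster had 0.553 and the *IGFBP5*+ cg-like cluster 0.516. Without control genes the *IGFBP5*+ cg-like cluster was higher by 0.0995. The sets scored were not those of Supplementary Table S9.

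The paper describes *CSNK1D* as detected in the *TM4SF1*+ cg-like SC but not in the *IGFBP5*+ cg-like SC. Here it had 382 UMIs in the *TM4SF1*+ cg-like cluster and 175 in the *IGFBP5*+ cg-like cluster, at 20.8 ± 4.05 and 19.1 ± 0.569 CPM. With cells thinned to 5500 UMIs, 11.6% and 7.79% of the cells held a UMI of *CSNK1D*, against 9.74% in the *BPIFA2C*+ cg-like cluster.

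The paper describes *SLC4A9* as high in the *IGFBP5*+ cg-like SC, and the value here was also highest there, with a log2 fold change of 1.38. For the *KRT5*+ BC_2-like and *TM4SF1*+ cg-like clusters *SLC4A9* passed the threshold here as well (0.72 and 0.62), whereas the paper finds no significance there. In the *KRT5*+ BC_2-like cluster it also did not pass without cow 2, with a mitochondrial share under 20% or in the clustering without correction for the cow, and in the *TM4SF1*+ cg-like cluster not without cow 3. Without cow 1 neither passed (edgeR adjusted p = 0.33 and 0.11), nor did they against the sum of all other cells (edgeR adjusted p = 0.25 and 0.099).

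The paper names the *TM4SF1*+ cg-like SC after *TM4SF1*. *IGFBP5* and *BPIFA2C* passed here in the clusters named after them, with log2 fold changes of 2.15 and 7.93. *TM4SF1* had a log2 fold change of 1.01 (edgeR adjusted p = 0.51) and was highest in new cluster 10. With the cow as a block *TM4SF1* passed (edgeR adjusted p = 3.3e-10).

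The paper describes its clusters SC_1, SC_2 and SC_3 as without *KRT14* and *KRT5*. In new clusters 1, 9 and 10, matched to them by Supplementary Table S5 after the values were seen, *KRT14* had 25.8, 29.8 and 31.9 UMIs per 10000 and *KRT5* 42.8, 45.3 and 55.4. The paper also describes *KRT14* or *KRT5* as high in its basal cell subtypes. The levels in the *KRT5*+ BC_1-like and BC_2-like clusters were 56.7 and 54.6 for *KRT5*, within the range of the other clusters. *KRT5* passed the threshold in neither, but with the cow as a block it passed in the *KRT5*+ BC_1-like cluster, with a log2 fold change of 0.38 (edgeR adjusted p = 0.0066).

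The paper presents *CCDC80*, *AK1*, *CA12*, *PCK2* and *FPGS* as unique to the *IGFBP5*+ cg-like SC, and *AGPAT2*, *ZNF750*, *CD82*, *BST1* and *ATP6V1B1* as unique to the *TM4SF1*+ cg-like SC. Of these 10, *CCDC80*, *AK1* and *CA12* passed in no other cluster. The other 7 passed in further clusters, such as *PCK2* in the *TM4SF1*+ cg-like cluster (1.30), *ZNF750* in the *IGFBP5*+ cg-like cluster (1.54), *FPGS* in the *KRT5*+ BC_2-like cluster (1.00) and *ATP6V1B1* in the *IGFBP5*+ cg-like cluster (2.08). *AGPAT2* and *CD82* passed in the *IGFBP5*+ cg-like cluster as well (0.52 and 0.61), while *BST1* did not (0.16).

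The paper describes *GJA1* as specific to the cg-like SC. It was highest in the 3 cg-like clusters here, and it also passed in the *TROAP*+ MC-like cluster, with 2.40. The paper places *SLC16A9* mainly in basal cells. Here its highest level was 0.296 UMIs per 10000 in the *TROAP*+ MC-like cluster, against 0.228 and 0.212 in the *KRT5*+ BC_1-like and BC_2-like clusters, and it passed in no cluster. With the cow as a block *SLC16A9* passed in 5 clusters, among them these 3 (0.52, 0.42 and 0.37).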

Other observations

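In this part, the counts over other splits of the sums were planned before the result was seen, and every other test was chosen after it. For the 886 genes higher in the *IGFBP5*+ cg-like cluster and the 1008 in the *TM4SF1*+ cg-like cluster, the cluster labels were shuffled among the sums of each cow, which with the real labels gave 30 splits. Only 1 of 30 splits gave as many genes in the *IGFBP5*+ contrast, the real one, and only 1 of 30 in the *TM4SF1*+ contrast. The next highest counts were 97 and 198 genes. The clusters were made from the expression of the same cells, so the real labels would give more genes than shuffled ones in any case, and the splits cannot exclude a random grouping for either count.

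Most cells of the *BPIFA2C*+ cg-like cluster held almost no mitochondrial UMIs. Of its 283 cells, 237 (83.7%) had a share under 1%, against 5 of the 20445 other cells. These 237 cells had a median of 2884 UMIs and a median mitochondrial share of 0.284%, and the other 46 had 15619.5 UMIs and 10.6%. A low number of UMIs alone would not give this, since 321 cells of other clusters with no more UMIs than 2884 had a median mitochondrial share of 18.0%. It was not limited to 1 cow, as 83.3% of the cluster's cells in cow 1, 56.9% in cow 2 and 95.2% in cow 3 were under 1%. Whether these are cells farther along terminal differentiation stays open. Within the cluster the list was higher in the cells under 1% in 0 of 3 cows, with 3.11 against 5.76 UMIs per 10000 in cow 1, 0.745 against 3.19 in cow 2 and 8.33 against 10.8 in cow 3. The *TM4SF1*+ cg-like cluster had only 0.258, 0.145 and 0.241, so the cells under 1% were themselves high in the list. Nuclei without cytoplasm stay open. In the cells under 1%, 80 ribosomal protein genes made up a median of 35.0% of the other UMIs, inside the range of the other clusters' medians over all cows. In cow 3 it was 31.0%, just below the lowest other cluster at 31.9%, while in cows 1 and 2 it was 37.8% and 41.1%. The authors' filter had no lower limit on the mitochondrial share, so such cells may include damaged cells or nuclei. No other biological explanation was tested.

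A list of 20 immediate-early and stress genes, all in the files, had 214 UMIs per 10000 in GC-like cluster 2, 147 in GC-like cluster 0 and 137 in new cluster 1. Next were new cluster 10 with 115 and the GC_5-like cluster with 103, and the lowest was new cluster 9 with 47.7. *JUN* was the most abundant, with 541774 UMIs. Whether the state marked by *DLK2* is this response itself stays open for GC-like clusters 0 and 2, which were high in both. In GC-like clusters 3 and 4 *DLK2* had log2 fold changes of 1.55 and 1.57, though it was a naming marker there. Their list levels, 76.6 and 62.5, were below those of new cluster 10 in all 3 cows, but *DLK2* was lower in new cluster 10. New cluster 9, lowest in the list and not named by *DLK2*, had 1.13, a call lost without cow 1 and without cow 2. These values argue against the explanation for these clusters. Against the sum of all other cells *DLK2* passed in none of these GC-like clusters. In clusters 0, 2, 3 and 4 it had 1.26, 1.19, 0.88 and 0.86 (edgeR adjusted p = 0.13, 0.13, 0.58 and 0.50). In 2 of 3 cows clusters 0, 1 and 2 were the highest, and in cow 3 new cluster 10 was above GC-like cluster 0, with 81.5 against 66.4. Enzymes at warm temperature raise such genes, so dissociation of the tissue may have raised the 214 UMIs per 10000 of the highest cluster. Dissociation and a response in the animal cannot be told apart, because no tissue without dissociation was measured. No other biological explanation was tested.

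Cow 3 had more cells in the 4 clusters of cycling cells, with 25.1% against 9.65% in cow 1 and 7.88% in cow 2. More UMIs per cell would not explain this, as cow 3 had the lowest median of 9747. Assignment of cells to clusters would not either, since the S phase and G2/M lists together had 15.2 UMIs per 10000 over all cells of cow 3, against 7.19 in cow 1 and 4.16 in cow 2, a ratio of 2.11 to the higher. Among cells with a mitochondrial share under 20%, the share of cycling cells was 25.1% in cow 3, 5.39% in cow 1 and 7.71% in cow 2. With 1 library per cow, a difference between the animals, their sampling or their libraries stays untested, and the S phase and G2/M values may reflect any of these.

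The S phase list of 17 genes had 16.5 ± 5.89 UMIs per 10000 in new cluster 8 and 15.6 ± 3.70 in the *RRM2*+ MC-like cluster (mean ± SD, n = 3 cows), a difference below the spread between cows, and new cluster 8 was the higher in cow 3 only. *PCNA* was the most abundant gene of that list (18700 UMIs). The G2/M list of 15 genes was highest in the *TROAP*+ MC-like cluster, at 48.8, led by *CENPF* (30635 UMIs). *RRM2*, which named a cluster, is a gene of the S phase list, and *MKI67*, *TOP2A*, *CENPF* and *UBE2C* are genes of the G2/M list. *MAP3K12*, a kinase also known as DLK and unrelated to *DLK2*, had 110 UMIs over all cells. The work that the paper cites for *DLK2* in the granule layer has the kinase DLK in its title, and not *DLK2*.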
